# Altered Gene Expression in the Schistosome-Transmitting Snail *Biomphalaria glabrata* following Exposure to Niclosamide, the Active Ingredient in the Widely Used Molluscicide Bayluscide

**DOI:** 10.1371/journal.pntd.0004131

**Published:** 2015-10-09

**Authors:** Si-Ming Zhang, Sarah K. Buddenborg, Coen M. Adema, John T. Sullivan, Eric S. Loker

## Abstract

In view of the call by the World Health Organization (WHO) for elimination of schistosomiasis as a public health problem by 2025, use of molluscicides in snail control to supplement chemotherapy–based control efforts is likely to increase in the coming years. The mechanisms of action of niclosamide, the active ingredient in the most widely used molluscicides, remain largely unknown. A better understanding of its toxicology at the molecular level will both improve our knowledge of snail biology and may offer valuable insights into the development of better chemical control methods for snails. We used a recently developed *Biomphalaria glabrata* oligonucleotide microarray (31K features) to investigate the effect of sublethal exposure to niclosamide on the transcriptional responses of the snail *B*. *glabrata* relative to untreated snails. Most of the genes highly upregulated following exposure of snails to niclosamide are involved in biotransformation of xenobiotics, including genes encoding cytochrome P450s (CYP), glutathione S-transferases (GST), and drug transporters, notably multi-drug resistance protein (efflux transporter) and solute linked carrier (influx transporter). Niclosamide also induced stress responses. Specifically, six heat shock protein (HSP) genes from three super-families (HSP20, HSP40 and HSP70) were upregulated. Genes encoding ADP-ribosylation factor (ARF), cAMP response element-binding protein (CREB) and coatomer, all of which are involved in vesicle trafficking in the Golgi of mammalian cells, were also upregulated. Lastly, a hemoglobin gene was downregulated, suggesting niclosamide may affect oxygen transport. Our results show that snails mount substantial responses to sublethal concentrations of niclosamide, at least some of which appear to be protective. The topic of how niclosamide’s lethality at higher concentrations is determined requires further study. Given that niclosamide has also been used as an anthelmintic drug for decades and has been found to have activity against several types of cancer, our findings may be of relevance in understanding how both parasites and neoplastic cells respond to this compound.

## Author Summary

Schistosomes are snail-transmitted parasites that continue to infect over 230 million people worldwide and cause the disease schistosomiasis. Currently there is no effective vaccine against the disease. Control programs have relied primarily on use of chemotherapy with praziquantel to eliminate adult worms from infected people. An increasing body of evidence, however, suggests that praziquantel-based control programs are not likely to be sufficient to achieve sustainable transmission control. Snail control achieved by focal use of molluscicides, especially in combination with other methods like chemotherapy, sanitation and health education, offers considerable promise for reduction of disease transmission. Consequently, use of molluscicides in snail control is likely to increase in the coming years. We undertook a microarray study to assess transcriptional responses to niclosamide, the active ingredient in commonly-used molluscicides, in the schistosome-transmitting snail *Biomphalaria glabrata*. We show that niclosamide activates components in snails’ pathways known to be involved in biotransformation of xenobiotics and stress responses. We suggest that major alterations in vesicle trafficking and interference with oxygen transport also follow niclosamide exposure. The results contribute to our understanding of molecular impacts of niclosamide exposure on snails, and provide a basis for further studies to define the mode of action of niclosamide and other molluscicides in the future.

## Introduction

Schistosomiasis, caused by blood-dwelling digenetic trematodes of the genus *Schistosoma*, is one of the world’s major neglected tropical diseases. By conservative estimates, at least 230 million people worldwide are infected with *Schistosoma* spp. [1]. Among eukaryotic parasites, the global health impact of schistosomiasis is second only to malaria.

Schistosomes have an indirect life cycle, involving asexual reproduction in a snail intermediate host and sexual reproduction in a mammalian or avian definitive host. Use of praziquantel to kill adult worms has been a mainstay of schistosomiasis control for about forty years [2]. However, an increasing body of evidence suggests that praziquantel-based control programs are not likely to be sufficient to achieve sustainable transmission control [3–5].

Recently, King and Bertsch (2015) reviewed the application of molluscicides around the world and re-emphasized their importance in schistosomiasis control [6]. Snail control achieved by focal use of molluscicides, especially in combination with other methods like chemotherapy, sanitation and health education, offers considerable promise for reduction of disease transmission.

For the past half-century, snail control has relied primarily on a single compound, namely, niclosamide. Niclosamide was selected as a molluscicide in the 1950s after screening of well over 20,000 compounds for toxicity against the schistosome-transmitting snail *Biomphalaria glabrata* [7]. Currently, Bayluscide, containing niclosamide or its ethanolamine salt, is still being applied in many endemic areas, mostly in Africa and Asia [8–12].

A limited number of early studies based on physiological and biochemical assays suggested that niclosamide affects snail oxygen consumption and carbohydrate metabolism. High concentrations of niclosamide (above 0.15mg/L) reduce oxygen uptake whereas low concentrations increase oxygen uptake [13]. Niclosamide may also interfere with glucose metabolism [14,15]. Nevertheless, the underlying mechanism of niclosamide’s potent activity in killing snails remains unclear even though its molluscicidal properties were revealed over sixty years ago [7].

Given the concerns about the sustainability of chemotherapy-based control, potential emergence of resistance to praziquantel, and lack of an anti-schistosome vaccine in the near future, development of additional methods of snail control, including a new generation of highly specific, environmentally friendly molluscicides, is a high priority in light of WHO’s call for elimination of schistosomiasis where possible by 2025 [16]. As shown from a number of studies of the effects of pesticides on insect disease vectors [17–19], understanding the toxicology of niclosamide in snails would be helpful in developing effective new molluscicides, ultimately benefiting schistosomiasis control.

In addition to its potent molluscicidal activity, niclosamide has also been used as an anthelmintic drug for treatment of adult tapeworm infection for decades [20]. Interference with mitochondrial oxidative phosphorylation is believed to play a role in niclosamide’s anthelmintic effect [21–23]. However, no further validation or investigation of its effects on tapeworms has been undertaken, despite the availability of new molecular-based biotechnologies. Recent studies have demonstrated that niclosamide has activity against a variety of cancer cells including those of prostate, breast, ovarian, colon, lung, and head and neck cancers, in part by suppressing various intracellular signaling pathways, including Wnt/beta-catenin, NOTCH, mTORC1, and NF-κB [24, 25]. Niclosamide also has activity against rhinovirus and influenza viruses [26]. It is also noteworthy to mention that niclosamide has an excellent safety profile in humans [7, 27].

Documenting the impact of niclosamide by monitoring transcriptomic responses of target species like snails can help reveal both the nature of the protective responses mounted and yield clues to the underlying basis of its action. In this study, we employed an oligonucleotide microarray to investigate the transcriptomic response of the schistosome-transmitting snail *Biomphalaria glabrata* to a 24-hr exposure to water containing three different sublethal concentrations of niclosamide.

## Materials and Methods

### Snails

All snails used in this study were laboratory-reared *Biomphalaria glabrata* of the M-line strain [28]. Snails were fed lettuce *ad libitum* and maintained on a 12 h light: 12 h dark schedule in artificial spring water [29]. Snails of 8–11mm shell diameter were used.

### Treatment of snails with niclosamide

Niclosamide was purchased from Sigma and dissolved in dimethyl sulfoxide (DMSO) (Sigma). A volume of 2L of artificial spring water was added to each of four 3L plastic containers. Also, each container also received a total of 32–34 snails. Three niclosamide concentrations, 0.15 mg/L, 0.10 mg/L, and 0.05 mg/L, were tested. DMSO vehicle alone was added to the fourth, control container. The final DMSO concentration in each of the four containers was the same, at 1/1000 (v/v). Snails were exposed to niclosamide for 24 hours at 26–28°C with aeration. After the 24-hour exposure, twenty live snails from each container were collected and randomly divided into four replicate groups, each with five snails, for subsequent RNA extraction. For each of the three treatment groups and the control, the four replicate groups (five snails each) that were collected are considered to constitute valid biological replicates because each replicate is comprised of a distinct set of five snails. Furthermore, our design ensured that exposure conditions for a particular concentration were identical for each replicate.

We define the concentrations used as “sublethal” because the snails we sampled were alive and responsive after the 24 hour period of niclosamide exposure. It is possible that some of the snails selected for study would have died upon further observation, but had not done so at the time of sampling.

### Extraction, qualification and quantitation of RNA

For a particular treatment, whole bodies of five snails dissected from their shells were pooled as a single sample, and ground in liquid nitrogen. Two sequential RNA extraction methods were applied to each such sample, first using Trizol (Invitrogen) and then the PureLink RNA kit (Ambion), following manufacturers’ instructions. Quality and quantity of RNA were checked using an Agilent Bioanalyzer 1200 and NanoDrop spectrophotometer and quality was determined to be high (sharply focused rRNA bands and A260/A280 ratio: 1.9–2.1) for all samples.

### Description of microarray

The microarray used for this study contains 60-mer oligonucleotide probes that were designed using transcriptomic sequence data from *B*. *glabrata* from publically available databases in 2010. Sequences were computationally assembled to unique predicted transcripts using a method described [30] and used to design probe sequences and a microarray (duplicate probes were arranged in 8 X 60K layout) using the eArray facilities from Agilent. The details of probes, target sequences and microarray design (eArray AMADID 033677) are available at Gene Expression Omnibus (GEO) at Platform Access Number GPL20716 (www.ncbi.nih.gov/geo/). Compared to recent microarray designs (i.e., arrays with 1.1K oligonucleotide probes [31] and 5K cDNA probes [32]), this 31K microarray design provides the most comprehensive coverage of expressed sequences from *B*. *glabrata* to date.

### Microarray hybridization

To provide a positive hybridization signal to as many elements of the array as possible, universal reference RNA (URR) consisted of 80% RNA from the control group and 20% RNA from experimental groups exposed to the 3 concentrations of niclosamide. All experimental samples contributed equally to the URR.

All procedures related to the microarray experiment were based on Agilent’s two-color microarray-based gene expression analysis (Version 6.6). Unless otherwise mentioned below, all reagents were purchased from Agilent Technologies and were used in accordance with the manufacturer’s protocol.

A total of 200 ng RNA was used for each biological replicate of the four unknown groups (control snails or snails exposed to the three different dilutions) to be examined. Spike A buffer mix was added to the unknown RNA sample and Spike B buffer mix was added to 200 ng of the URR. Complementary RNA (cRNA) amplification and labeling reactions with cyanine dye Cy–3 in the unknown sample and cyanine dye Cy–5 in the URR were conducted at 42°C for 2 hours. The labeled cRNA was purified using the RNeasy Mini Kit (Qiagen). The cRNA was quantified to determine the concentration and specific-labeling efficiency using a NanoDrop spectrophotometer.

A total of 300 ng of both the purified Cy–3 and Cy–5 labeled cRNA was added to 5 μl of 10x hybridization buffer and incubated at 60°C for 30 min to fragment RNA. A total of 40 μl of hybridization solution (representing a single replicate for a particular unknown sample) was added to one of the eight gasket chambers. Each of the eight available gasket chambers was in this way filled with a different sample. The gasket surrounding the eight chambers was then covered with a microarray slide such that each of chambers contacted one of the eight different identical arrays printed on that slide. Two slides were used for this study, each with eight identical arrays. The 16 arrays thereby accommodated the 16 different samples that needed to be run (4 unknowns by 4 replicates per unknown). The assembled hybridization chamber was placed in a hybridization oven at 65°C for 17 hours (rotating at 10x*g*).

After hybridization, the slides were washed in Agilent’s wash buffer I for 1 min (room temperature), then in wash buffer II for 1 min (37°C). After stabilizing against ozone deterioration in stabilization buffer, the slides were dried and shipped to the University of California San Francisco’s Viral Diagnostics and Discovery Center, where they were scanned with Agilent’s Microarray G2505C Scanner and extracted and normalized using Agilent’s Feature Extraction software.

### Microarray data analysis

Microarray data were analyzed using GeneSpring GX version 12.6.1 (Agilent). For quality control, the program called “Filter probsets on data” was used. After removing all control probes, experimental probes were retained for further analyses only when they were expressed in at least 75% of all replicates from at least one biological condition (experimental or control). The features that were not positive, not significant, not above background noise, not uniform, not saturated or that were population outliers were not analyzed further. The remaining features were analyzed using volcano plots. Benjamin Hochberg FDR was applied to correct for multiple testing. Corrected *P*-value cut-off and fold change cut-off were set at 0.05 and 2, respectively. In accordance with MIAME guidelines, all relevant data were deposited in the GEO database at NCBI (accession GSE71223).

### Blast search, gene ontogeny (GO) and heatmap analyses

The features that passed the statistical criteria (2 fold change and *P*< 0.05) were selected for subsequent analyses. The full-length transcripts associated with probes (see GEO platform accession GPL20716) that showed differential expression were selected for Blastx search and GO analysis (Blast2Go v.5; www.blast2go.com). The three GO term categories (biological process, molecular function and cellular component), all at the level 2, were generated using the program.

All heatmaps were done in R Studio version 0.98.953 [33–36]. The transcripts that were differentially expressed were categorized according to GO terms (http://geneontology.org/) and UniProtKB (http://www.uniprot.org/) functional descriptions. Many of the proteins shown could be placed in multiple functional categories, but for simplicity we have included each protein in only one category.

## Results

The primary objective of the study was to use microarray analysis to reveal differential gene expression in response to 24-hr exposure to three sublethal concentrations of niclosamide. 

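The comparison rests on 16 arrays, with 4 for the control snails and 4 for each of 0.05, 0.10 and 0.15 mg/L niclosamide. Each array holds the RNA of 1 pool of 5 snails after 24 hr. On these 2-color arrays the RNA of a pool was labeled with Cy3 and hybridized against a Cy5-labeled universal reference RNA made from control and exposed snails. No dyes were swapped. The authors deposited the output of the scanner software for every spot, with its signal and local background, its quality calls, and a background-subtracted and dye-normalized log10 ratio of Cy5 to Cy3. They also deposited a table of processed ratios, and its 1007616 values differed from the scanner ratios by at most 0.497%. The sign of the ratio was reversed and its base changed to 2, so that a positive value means more signal from the snails than from the reference. The 61657 spots that are not controls carry 30647 probes, and the 2 or 3 spots of a probe were averaged. Spots marked as non-uniform or as population outliers, between 0.0470% and 0.415% of the spots of an array, were left out of the averages. No spot was saturated. Each concentration was compared with the control by limma, with 4 arrays against 4. The thresholds are those the paper names, a P of 0.05 after Benjamini-Hochberg adjustment and a 2-fold change. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.208 at 0.15 mg/L, 0.228 at 0.10 mg/L and 0.277 at 0.05 mg/L. The signal limits it as well. In the snail channel, a median of 64.9% of the spots was well above background on the control arrays, against 57.6%, 63.5% and 66.3% at 0.05, 0.10 and 0.15 mg/L. The lowest shares were 43.3% and 35.3% on replicates 1 and 4 at 0.05 mg/L and 42.5% on replicate 2 at 0.10 mg/L. A ratio of exactly 0 stands for between 7.84% and 33.0% of the spots of an array, and in 93.4% of these cases neither channel was positive and significant. Where a probe was not well above background on any array of a group, its fold change is given only as a lower bound. The bound sets the brighter group's mean Cy3 signal against the dimmer group's, in which each array takes the higher of the probe's own signal and the lowest signal among probes well above background. Signals for this were normalized by loess and Aquantile, and without dye swaps the bounds stay open to dye bias. The bounds hold for this scaling only and allow for no spread between arrays. By the slide numbers in the files, the 4 control arrays lie on slide 1, the 4 arrays at 0.05 mg/L on slide 2 and those at 0.10 and 0.15 mg/L on slide 3. The paper's methods speak of 2 slides in place of these 3. By the files no slide holds both control and exposed snails, so slide and exposure cannot be told apart in any comparison with the controls. By the paper's methods all snails of a group shared 1 container. Container and concentration therefore cannot be told apart either, between any groups.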

The highest concentration (0.15 mg/L) resulted in 21% mortality whereas the two lower concentrations (0.10 mg/L and 0.05 mg/L) did not cause any mortality. These results agreed with mortality data reported previously [37,38].

Of 30,647 probe features, 24,778 features (81%) were used for analysis after quality control and filtration measures had been applied. 

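A spot was counted here as detected when its Cy3 signal was positive, significant and well above background and neither channel was marked as non-uniform or as a population outlier. With this rule, 21264 of the 30647 probes (69.4%) were detected on at least 3 of the 4 arrays of at least 1 group, and these were tested. Requiring the same of the reference channel left 20230 probes (66.0%), and keeping the marked spots left 21279. A looser rule was chosen after the values were seen. It asks for a positive and significant Cy3 signal on every spot of a probe, without the rule on background, and 24752 probes were kept under it.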

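At 0.15 mg/L, 440 of the 21264 tested probes passed both thresholds, 280 with higher and 160 with lower expression than in the controls. At 0.10 mg/L, 341 probes passed, 188 of them higher, and at 0.05 mg/L 38 of 21263 passed, 24 higher and 14 lower. Adjusted P alone was passed by 769, 486 and 38 probes. An unadjusted P below 0.05 was found for 4100, 4166 and 3905. The 4 exposed arrays lay entirely above or entirely below the 4 control arrays for 14.5%, 13.0% and 12.5% of the tested probes at 0.15, 0.10 and 0.05 mg/L, where chance gives 2.86%. The median size of the change among the probes that passed at 0.15 mg/L was 2.65-fold for those higher and 2.56-fold for those lower. With the 34 and 8 probes that were below background on all arrays of a group taken at their bound, or at 1-fold where no bound exists, it was 2.50-fold for each direction. The other concentrations had the larger median among the lower probes. At 0.10 mg/L it was 2.52-fold for those higher and 2.62-fold for those lower, or 2.40-fold and 2.57-fold with bounds. At 0.05 mg/L it was 4.22-fold and 4.26-fold, or 2.82-fold and 4.26-fold with bounds. The count at 0.05 mg/L moved most between alternatives. A fit in which all 16 arrays share 1 spread gave 1025 probes at this concentration, 164 higher and 861 lower. Another scaling also moved the shares of both directions. The Cy3 channel by itself, quantile normalized, gave 854, 692 and 624 probes at 0.15, 0.10 and 0.05 mg/L, of which 683, 524 and 462 were higher. After normexp background correction and loess the counts at 0.15 and 0.05 mg/L were 205 and 54, and 144, 99 and 18 probes were higher at 0.15, 0.10 and 0.05 mg/L. The normexp setting adds an offset of 50 to both channels, which draws the ratios of dim probes toward 0. A dim probe that misses 2-fold under it may do so in part for this reason. A single array also moved the counts. Without replicate 1 of the control, 804, 829 and 173 probes passed, and without replicate 2 of the control 262, 121 and 7. At 0.10 mg/L the lowest count, 64, came without replicate 3 of that concentration.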

The number of genes differentially expressed was positively related to niclosamide concentration: 12 at 0.05 mg/L, 94 at 0.10 mg/L, and 243 at 0.15 mg/L (Fig 1 and S1 and S2 Tables). 

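Over the 3 concentrations together, 594 probes passed the thresholds at 1 concentration or more, 337 of them higher and 257 lower than the controls. Of these, 251 passed at 0.15 mg/L only, 149 at 0.10 mg/L only and 2 at 0.05 mg/L only. At both 0.15 and 0.10 mg/L, 189 probes passed. The total with normexp and loess was 276, with 177 higher and 99 lower, and with the Cy3 channel by itself it was 1232, with 864 higher and 368 lower. It was 289 without replicate 2 of the control. S1 and S2 Tables list 349 combinations of a gene and a concentration. For all 349, the fitted change had the listed direction and reached 2-fold, and 330 met the detection rule. Over all tested probes 329 passed both thresholds, and all 349 did when adjusted over the list alone. The list was chosen on these same arrays, so neither number is independent evidence.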

In combining the three concentrations, 272 genes were differentially expressed, with 181 upregulated and 91 downregulated (all statistically significant). Nine genes were responsive at all three concentrations, eight of which were upregulated and one of which was consistently downregulated (Fig 2). 

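All 9 genes that S1 and S2 Tables list at every concentration passed the thresholds at every concentration here as well. The largest change at 0.05 mg/L among those measured in every group was that of c41104, with a log2 fold change of 3.28 (standard error 0.27, adjusted P = 0.00342 from limma with Benjamini-Hochberg adjustment). At 0.10 and 0.15 mg/L it was 2.92 and 2.51. The log2 fold changes at 0.15, 0.10 and 0.05 mg/L were 2.19, 2.42 and 1.53 for c30488_rc, and 1.75, 1.83 and 1.96 for c19036. For contig_1871_rc they were 1.19, 1.12 and 1.21. At 0.05 mg/L, c30488_rc and contig_1871_rc each passed in only 1 of the 8 fits that leave out 1 array, and c19036 in 5 of them. The gene that was lower, contig_1842_rc, changed by -2.19, -2.41 and -2.59 on the log2 scale, in the same order. For c3551, contig_4116 and c15095_rc no control array was well above background. At 0.05 mg/L, where 2 of the 4 exposed arrays were, the bounds put their expression at least 2.09-fold, 1.80-fold and 1.51-fold above the controls. Over the alternative settings the log2 fold changes of these probes at 0.05 mg/L fell to 0.90, 0.77 and 0.24, below the bounds. After normexp and loess none of these 3 passed at any concentration, and the log2 fold change of c15095_rc turned to -0.07 at 0.15 mg/L and -0.24 at 0.10 mg/L. In total 33 probes passed at every concentration, 22 higher and 11 lower. The number was 9 in a comparison without moderated variances, with 8 higher and 1 lower, and it was 6 without replicate 2 and 130 without replicate 1 of the control.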

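Of the genes that S1 Table describes by a known protein, 76 passed the thresholds here at 1 concentration or more with higher expression. Of those that S2 Table describes, 23 passed with lower expression. The largest change of such a gene had a median of 2.89-fold for those higher and 2.58-fold for those lower. It was 2.80-fold and 2.55-fold with the 4 and 1 genes that lay below background in a group taken at their bound.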

BlastX search revealed that 43% (78 of 181) of upregulated genes and 29% (26 of 91) of downregulated genes have homologs with putative functions in other animals (Fig 1).

**Fig 1:**
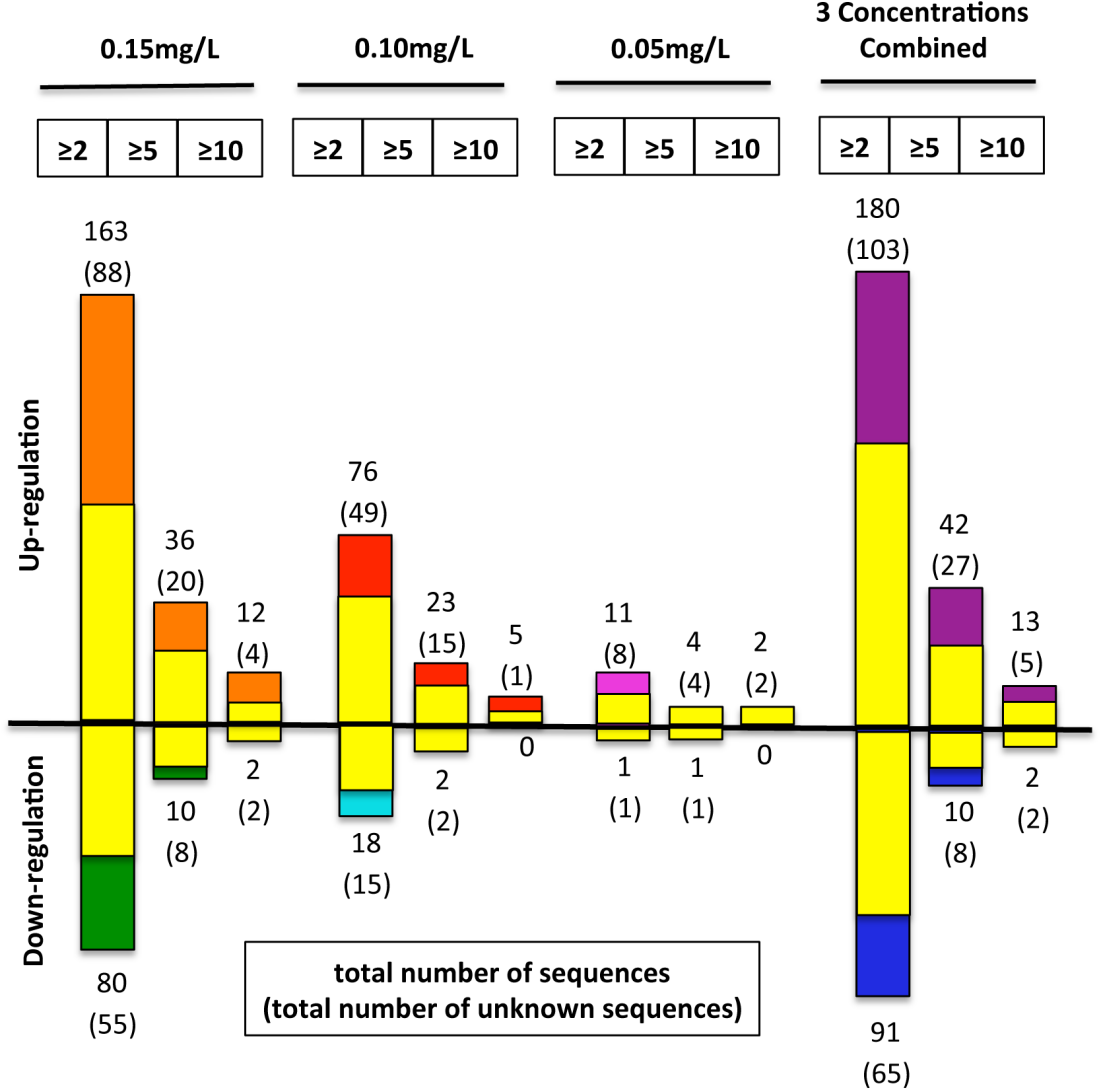
Numbers of sequences that were up- or down-regulated in snails after exposure to the three concentrations of niclosamide. For each concentration, the total numbers of sequence changes in different folds are provided. In addition, the numbers of unknown sequences are also provided (yellow color). Numbers in boxes at the top of the figure refer to fold change for each dose.

**Fig 2:**
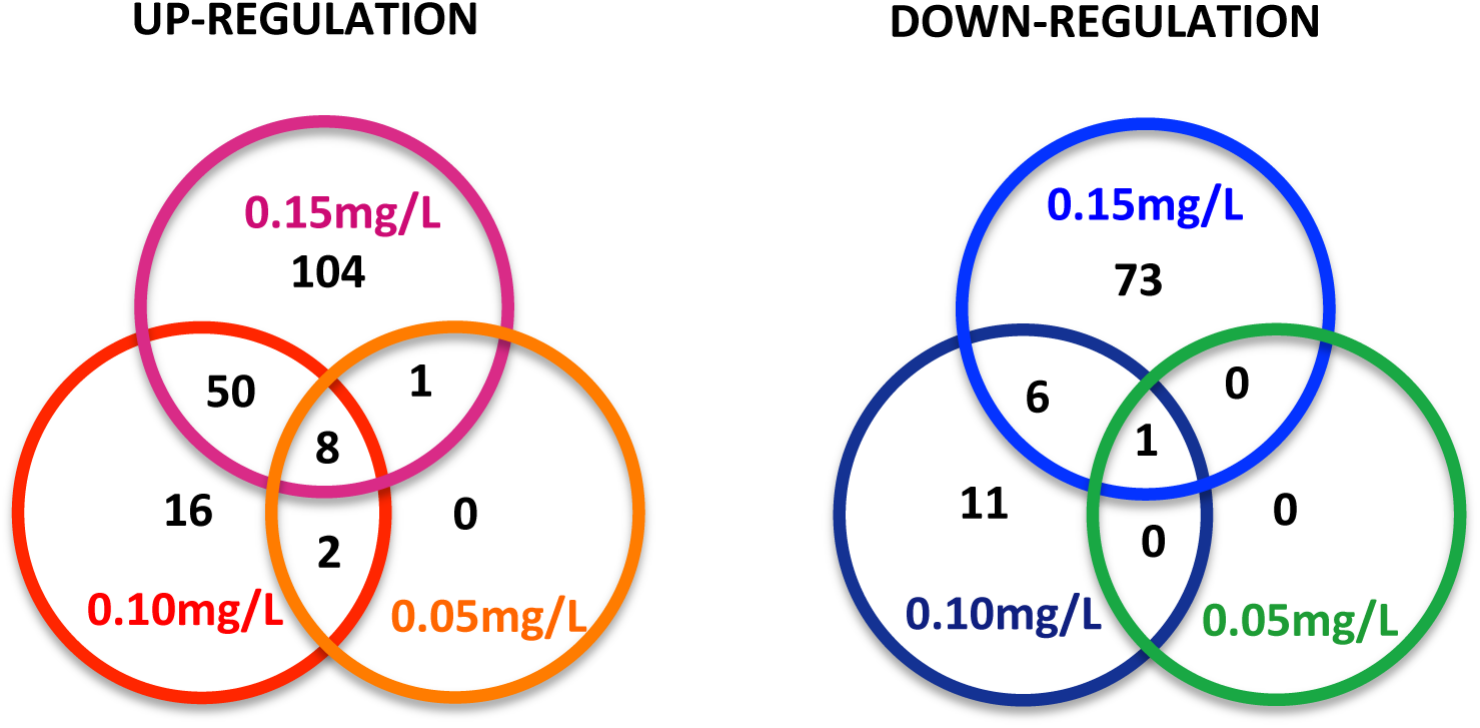
Diagram showing the number of sequences among the three experimental groups that were up- or down-regulated.

Table 1 provides a list of genes with putative GenBank homologs that are either significantly up- or downregulated, including an estimate of fold-change in expression, a significance level, and a sequence description with a Blast score (see also S1 and S2 Tables). Fig 3 provides an overview of known genes differentially expressed in the snails after exposure to the three concentrations. It is noteworthy that out of 78 transcripts with ≥2 fold over-expression, 9 were cytochrome P450s (CYPs) and 6 were heat shock proteins (HSPs). 

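All 9 CYPs that the paper lists as upregulated passed the thresholds at 0.15 mg/L, 8 of them also at 0.10 mg/L and 1, c8814, at 0.05 mg/L as well. Their log2 fold changes ranged from 1.35 to 3.32 at 0.15 mg/L, from 0.98 to 3.59 at 0.10 mg/L and from 0.22 to 1.73 at 0.05 mg/L. All 6 HSPs passed at 0.15 mg/L, with log2 fold changes from 1.06 to 3.79, and 3 of them passed at 0.10 mg/L. At 0.05 mg/L the largest change of an HSP was the 0.91 of contig_7431 (standard error 0.48, adjusted P = 0.349 from limma), which did not pass.

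**Figure D1:**
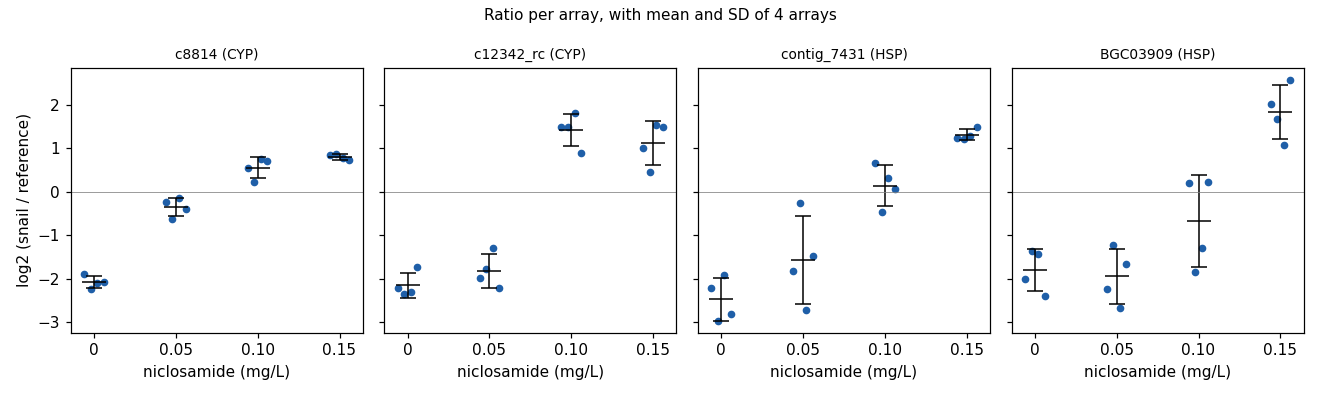
Log2 ratio of the snail signal to the reference signal on each array (blue points), with the mean and SD of the 4 arrays of each group (black), against the niclosamide concentration in mg/L for 2 CYPs (c8814 and c12342_rc) and 2 HSPs (contig_7431 and BGC03909). At 0.15 mg/L the means are 0.81, 1.13, 1.32 and 1.84, and in the controls they are -2.07, -2.15, -2.47 and -1.80.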

Of the genes for which a reasonable inference could be made with respect to function, several are known to be involved in biotransformation of xenobiotics and stress responses (see discussion below). Only 26 genes with homologs in GenBank were downregulated after exposure to sublethal concentrations of niclosamide.

**Fig 3:**
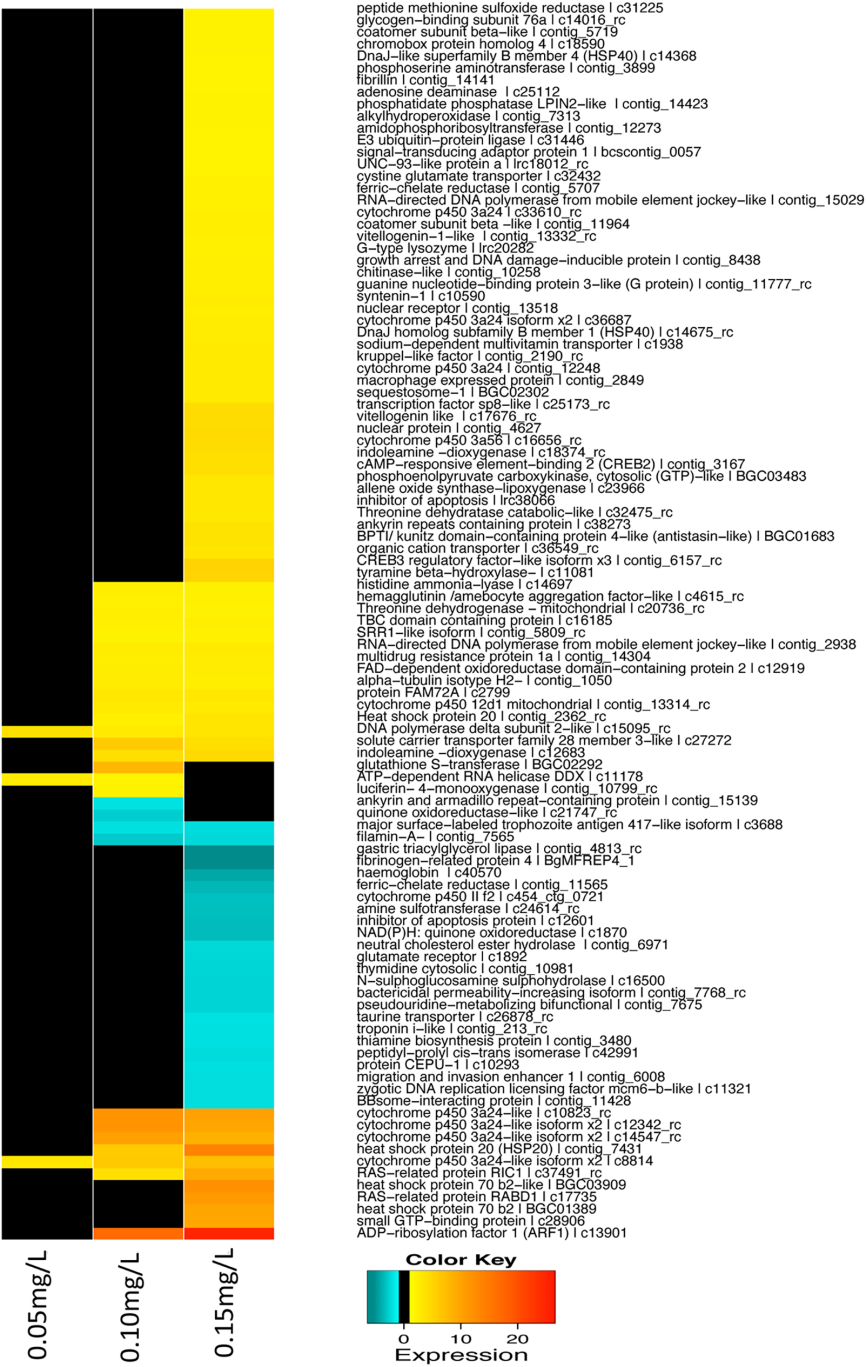
Hierarchical clustering of expression values from annotated genes significantly differentially expressed at all niclosamide concentrations (0.05mg/L, 0.10mg/L, and 0.15mg/L).

**Table 1:** List of differentially expressed transcripts that have putative homologs in GenBank.

**UP REGULATION**				
Probe	Fold changes	P value	Sequence description	E value
c13901	27	3.02E-05	ADP ribosylation factor 1 (ARF1)	2.56E-52
contig_7431	14	5.71E-05	heat shock protein 20 (HSP20)	2.21E-24
BGC03909	12	9.59E-05	heat shock protein 70 b2-like	1.52E-84
c10823_rc	12	1.60E-05	cytochrome p450 3a24-like	1.01E-28
c12342_rc	12	5.38E-06	cytochrome p450 3a24-like isoform x2	4.82E-50
c17735	11	2.51E-05	RAS related protein RABD1	1.57E-46
c14547_rc	10	1.17E-04	cytochrome p450 3a24-like isoform x2	3.74E-18
BGC01389	10	1.98E-05	heat shock protein 70 b2	0
c28906	10	1.76E-04	small GTP binding protein	1.24E-09
c37491_rc	9	1.03E-05	RAS related protein RIC1	3.14E-10
BGC02292	8	1.86E-04	glutathione S-transferase	1.99E-41
c8814	7	2.47E-08	cytochrome p450 3a24-like isoform x2	1.58E-49
c27272	6	1.59E-05	solute carrier transporter family 28 member 3-like	1.39E-33
contig_6157_rc	5	1.37E-04	CREB3 regulatory factor-like isoform x3	7.01E-28
c11081	5	4.63E-04	tyramine beta-hydroxylase-	8.38E-96
c12683	5	4.38E-05	indoleamine dioxygenase	1.46E-13
contig_4627	5	3.13E-05	nuclear protein	1.72E-25
c25173_rc	5	2.92E-04	transcription factor sp8-like	2.41E-06
SmM_ND5	4	2.89E-04	NADH dehydrogenase subunit 5	0
c17676_rc	4	8.19E-05	Vitellogenin-like	9.87E-14
c16656_rc	4	2.63E-04	cytochrome p450 3a56	6.50E-13
c18374_rc	4	7.48E-04	indoleamine dioxygenase	6.10E-17
contig_3167	4	7.71E-05	cAMP responsive element binding 2 (CREB2)	6.34E-26
c38273	4	9.22E-04	ankyrin repeats containing protein	2.17E-20
BGC01683	4	2.44E-04	BPTI/ kunitz domain containing protein 4-like (antistasin-like)	7.40E-06
c15095_rc	4	8.89E-07	DNA polymerase delta subunit 2-like	6.94E-42
c36549_rc	4	4.31E-05	organic cation transporter	2.68E-18
contig_2362_rc	4	2.72E-06	heat shock protein 20	3.33E-12
c20736_rc	3	1.20E-04	threonine dehydrogenase—mitochondrial	1.11E-61
c11178	3	1.31E-05	ATP dependent RNA helicase DDX	4.32E-47
c2799	3	7.18E-05	protein FAM72A	8.10E-62
c14697	3		histidine ammonia lyase	1.43E-59
BGC03483	3	3.69E-04	phosphoenolpyruvate carboxykinase, cytosolic (GTP)-like	7.59E-155
c23966	3	9.91E-05	allene oxide synthase lipoxygenase	3.18E-13
lrc38066	3	2.43E-05	inhibitor of apoptosis	6.39E-21
c32475_rc	3	3.88E-04	threonine dehydratase catabolic-like	2.35E-33
contig_2849	3	8.80E-04	macrophage expressed protein	3.05E-85
contig_13314_rc	3	3.41E-05	cytochrome p450 12d1 mitochondrial	2.84E-24
BGC02302	3	1.11E-04	Sequestosome 1	4.02E-15
contig_2938	3	1.03E-04	RNA-directed DNA polymerase from mobile element jockey-like	3.71E-38
c1938	3	6.20E-04	sodium-dependent multivitamin transporter	4.10E-47
contig_2190_rc	3	4.69E-05	kruppel-like factor	9.37E-47
contig_12248	3	4.35E-05	cytochrome p450 3a24	2.12E-52
c36687	3	2.12E-04	cytochrome p450 3a24 isoform x2	2.34E-12
contig_14304	3	2.00E-05	multidrug resistance protein 1a	5.10E-11
c14675_rc	3	6.96E-05	DnaJ homolog subfamily B member 1 (HSP40)	5.54E-55
c12919	3	2.11E-04	FAD-dependent oxidoreductase domain-containing protein 2	3.76E-37
c10590	3	3.53E-05	Syntenin 1	5.78E-23
contig_13518	3	0.001129276	nuclear receptor	8.31E-62
contig_8438	3	1.57E-05	growth arrest and DNA damage inducible protein	2.96E-26
contig_10258	3	5.42E-04	chitinase-like	4.32E-23
contig_11777_rc	3	5.31E-04	guanine nucleotide-binding protein 3-like (G protein)	3.26E-05
contig_1050	3	8.66E-05	alpha-tubulin isotype H2	6.77E-19
c16185	3	3.89E-05	TBC domain containing protein	7.98E-20
c33610_rc	3	3.70E-04	cytochrome p450 3a24	2.54E-09
contig_11964	3	2.57E-05	coatomer subunit beta -like	2.58E-74
c32432	3	0.001228079	cystine glutamate transporter	3.37E-14
contig_5707	3	0.001217638	Ferric chelate reductase	52.20%
contig_15029	3	1.05E-04	RNA-directed DNA polymerase from mobile element jockey-like	3.59E-71
contig_13332_rc	2	1.49E-05	vitellogenin-1-like	1.08E-31
lrc20282	2	5.34E-04	G type lysozyme	5.77E-14
contig_5809_rc	2	7.40E-05	SRR1-like isoform	8.64E-56
c4615_rc	2	8.97E-04	hemagglutinin /amebocyte aggregation factor-like	7.38E-31
c25112	2	5.74E-04	adenosine deaminase	3.06E-26
contig_14423	2	8.34E-04	phosphatidate phosphatase LPIN2-like	7.17E-25
contig_7313	2	6.76E-04	alkylhydroperoxidase	5.45E-89
c31225	2	5.98E-04	peptide methionine sulfoxide reductase	1.73E-07
c14016_rc	2	2.09E-04	glycogen-binding subunit 76a	7.61E-46
contig_5719	2	1.05E-04	coatomer subunit beta-like	5.75E-56
c18590	2	3.59E-04	chromobox protein homolog 4	5.46E-14
c14368	2	0.001067669	DnaJ-like superfamily B member 4 (HSP40)	5.84E-40
contig_3899	2	4.77E-04	phosphoserine aminotransferase	1.39E-121
contig_14141	2	1.96E-04	fibrillin	3.95E-27
contig_12273	2	3.98E-04	amidophosphoribosyltransferase	7.83E-127
c31446	2	4.18E-04	E3 ubiquitin protein ligase	1.32E-05
bcscontig_0057	2	3.77E-05	signal-transducing adaptor protein 1	1.21E-35
lrc18012_rc	2	3.56E-05	UNC 93-like protein a	1.02E-39
contig_10799_rc	2	1.12E-04	luciferin- 4-monooxygenase	1.18E-17
**DOWN REGULATION**				
BgMFREP4_1	6	9.61E-04	fibrinogen-related protein 4	0
contig_4813_rc	6	7.47E-05	gastric triacylglycerol lipase	4.24E-57
c40570	4	0.001065175	haemoglobin	3.57E-10
contig_11565	4	9.50E-04	Ferric chelate reductase	1.52E-11
c1870	4	1.37E-04	NAD(P)H quinone oxidoreductase	2.07E-57
c12601	3	2.17E-04	inhibitor of apoptosis protein	5.68E-12
c24614_rc	3	6.18E-04	amine sulfotransferase	3.85E-53
c454_ctg_0721	3	5.52E-04	cytochrome p450 II f2	1.42E-66
contig_7675	3	6.52E-04	pseudouridine-metabolizing bifunctional	1.55E-54
contig_7768_rc	3	0.001134365	bactericidal permeability-increasing isoform	2.95E-13
c16500	3	2.84E-04	N-sulphoglucosamine sulphohydrolase	4.11E-05
lcl|contig_10981	3	6.07E-04	thymidine cytosolic	8.61E-94
lcl|c1892	3	2.66E-04	glutamate receptor	2.02E-40
contig_6971	3	3.29E-04	neutral cholesterol ester hydrolase	3.08E-51
contig_7565	3	2.53E-04	filamin-A	1.01E-27
c3688	2	7.14E-04	major surface-labeled trophozoite antigen 417-like isoform	
c42991	2	3.61E-04	peptidyl-prolyl cis-trans isomerase	3.50E-09
contig_11428	2	8.11E-04	BBsome-interacting protein 1	2.31E-13
c11321	2	1.63E-04	zygotic DNA replication licensing factor mcm6-b-like	5.36E-43
contig_6008	2	1.08E-04	migration and invasion enhancer 1	3.07E-14
c10293	2	2.14E-04	protein CEPU–1	1.47E-24
contig_3480	2	2.40E-04	thiamine biosynthesis protein	
contig_213_rc	2	5.84E-05	troponin i-like	1.95E-43
c26878_rc	2	4.68E-04	taurine transporter	
c21747_rc	3	2.15E-05	quinone oxidoreductase-like	2.51E-17
contig_15139	2	1.22E-04	ankyrin and armadillo repeat-containing protein	3.57E-37

Note: Genes described in the table were found to be expressed differentially in at least one concentration. If two or more concentrations resulted in differential expression, the higher or highest fold change is given in the table.

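Of the genes in S1 and S2 Tables without a description of a known protein, most of those with higher expression and 52 with lower expression passed the thresholds at 1 concentration or more. For 19 of the former and 2 of the latter, 1 of the groups compared was not well above background on any array.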

With respect to unknown genes lacking similarities to known sequences, 103 were upregulated and 66 downregulated (Fig 1). Among these sequences, several showed very high levels of differential expression. For example, c17544_rc, c7670, and c454_ctg–0279 had up-regulated expression levels of 14-, 13- and 9-fold, respectively (S1 and S2 Tables). 

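The files give 2 of these probes lower expression after exposure, and S2 Table lists all 3 among the downregulated genes. The log2 ratio of c454_ctg_0279 was 0.29 ± 0.81 (SD, n = 4 arrays) in the controls and -2.80 ± 0.19 (SD, n = 4) at 0.15 mg/L, a log2 fold change of -3.09 with a standard error of 0.36. Its expression was 8.50-fold lower, with an adjusted P of 0.00309 from limma. Replicate 1 of the control lay apart from the other control arrays for this probe, and with each array left out in turn the log2 fold change stayed between -3.49 and -2.91. The size depends more on the scaling, and with normexp and loess the probe was 3.84-fold lower and still passed. The probe c17544_rc was well above background on all 4 control arrays and on no array at 0.15 mg/L, where its expression was at least 2.14-fold lower (adjusted P = 0.00401 from limma). The bound at 0.10 mg/L was 2.15-fold, and there the probe passed in 3 of the 8 fits that leave out 1 array. The probe c7670 was not well above background on any array of the controls or of 0.15 mg/L, so no fold change is given for it.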

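Among the listed genes without a description that passed here, the largest change had a median of 3.06-fold for those higher and 2.54-fold for those lower. With the genes below background in a group at their bound, these medians were 2.54-fold and 2.50-fold. Changes of 5-fold or more were found for 24 of those higher, or 14 by their bounds, and for 3 of those lower, or 2 by their bounds.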

Just as with array features with GenBank homologs, for unknown transcripts, generally the fold-changes for downregulated genes were lower than for upregulated genes.

When considered with respect to the function (Fig 4), the most responsive genes were in two categories: 1) oxidoreduction, and 2) cell motility, intracellular and transmembrane trafficking. The GO analysis for the three general categories (biological process, molecular function and cellular component), is presented in S3 and S4 Tables.

**Fig 4:**
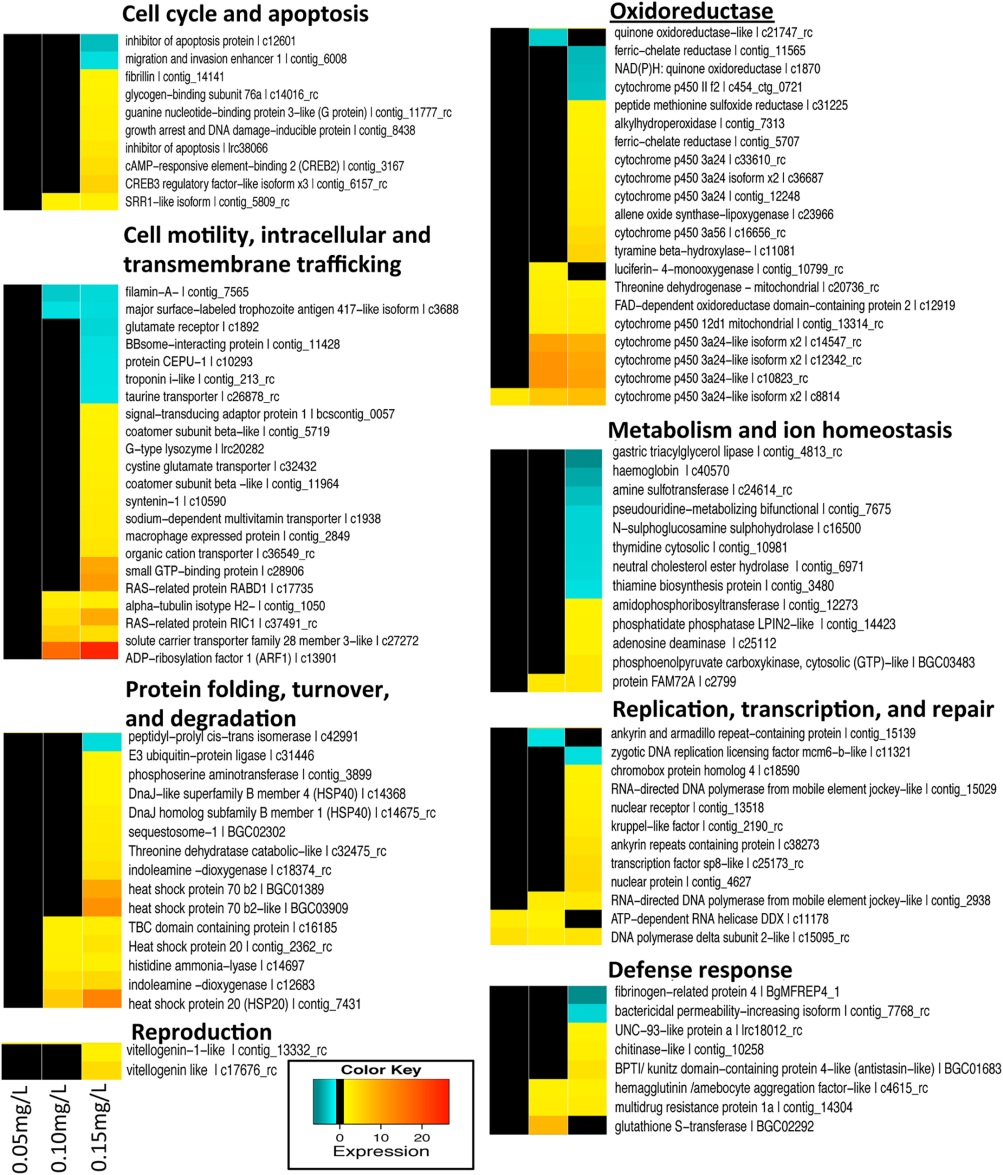
Hierarchical clustering of expression values from annotated genes significantly differentially expressed at all niclosamide concentrations (0.05mg/L, 0.10mg/L, and 0.15mg/L). Transcript descriptions have been reorganized by general functional categories.

## Discussion

This study interrogated the most comprehensive *B*. *glabrata* microarray currently available, one that includes enough features to provide a representative overview of the transcripts this snail is capable of producing, including those in response to molluscicides. As such, the array (and the results derived from its use) will provide an appropriate tool to help validate, and provide perspective for next-gen sequencing studies of the responses of *B*. *glabrata* and other schistosome-transmitting snails to molluscicides. Furthermore, unlike next-gen sequencing approaches, microarrays do not require application of assembly software that can introduce errors and produce artifactual chimeric sequences. As the use of molluscicides will increase in the near future, having as many sources of information as possible about their impact on snail biology will be beneficial.

Lipophilic xenobiotics like niclosamide that are readily absorbed into the body are normally eliminated in animals by biotransformation, a process that increases hydrophilicity [39]. Biotransformation includes chemical modification of the xenobiotic by oxidation; reduction or hydrolysis reactions (phase I reactions); conjugation of the phase I metabolite (phase II reactions); and transport of the phase II product (phase III reactions) across epithelial surfaces. When high levels of toxicant accumulate internally, as would be expected in snails continually immersed in niclosamide solution, toxicity can result from interaction of the toxicant with a critical molecule in a target cell. The toxicant or its metabolite may be a strong electrophile, nucleophile, free radical, or redox-active reactant, and may damage the target molecule or interfere with its normal function [40]. In addition to undergoing biotransformation by constitutively-expressed proteins and having immediate toxic effects, a xenobiotic may also alter gene expression. Affected genes may be involved in biotransformation, physiological adaptation to stress, or repair of damage at the molecular, cellular or tissue level. These induced processes are usually protective, e.g., by enhancing detoxification and elimination of the toxicant, allowing compensatory physiological processes to maintain homeostasis, and effecting repair. However, they can also enhance toxicity, e.g., by bioactivation of the xenobiotic to a toxic metabolite, maladaptive physiological responses, or dysrepair, e.g., fibrosis. Consequently, a systems approach provided by the interrogation of microarrays has the potential to provide new insights into the general nature of the complex transcriptomic response to xenobiotics.

### Phase I and phase II biotransformation

Based on studies with better-characterized mammalian models, cytochrome P450 (CYP) enzymes are involved in the most important phase I reactions [35]. CYPs constitute a superfamily of structurally diverse and functionally versatile enzymes with more than 15,000 known genes distributed across all biological kingdoms [41]. CYPs generally catalyze a monooxygenation reaction, in which an atom of oxygen is added to the xenobiotic [39]. In insects, the association of CYP expression with insecticide or drug resistance is well established [42–44]. For example, high expression of a single CYP allele (CYP6G1) confers resistance to DDT in *Drosophila melanogaster* [45] and to pyrethroids in *Anopheles funestus* [46]. Upregulation of CYP expression can be induced by many different xenobiotics, which generally act by combining with an intracellular receptor to form a transcription factor that then binds to xenobiotic response elements of target genes, activating their transcription [39]. Interestingly, the induced CYPs may not be involved in the metabolism of the xenobiotic that causes their upregulation.

In snails CYPs are expected to be diverse, and the array used for this study contains about 100 distinct features with similarity to CYP genes, but thus far, we know little of the overall diversity of CYP genes in *B*. *glabrata*, and their full range of functions. In this study, 9 CYPs were upregulated, and one was downregulated in niclosamide-exposed snails (Table 1 and Fig 4). 

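The smallest standard error of these genes was that of c8814, annotated as cytochrome P450 3A24-like. Its log2 ratio rose from -2.07 ± 0.14 (SD, n = 4) in the controls to 0.81 ± 0.06 (SD, n = 4) at 0.15 mg/L, a 7.36-fold change with an adjusted P of 3.3e-05 from limma. At 0.05 mg/L it was 3.31-fold higher (adjusted P = 0.0102 from limma), but after normexp and loess the log2 fold change there was 0.98, below 2-fold. It also missed the adjusted threshold without replicate 2 of the control and without 3 other arrays. The log2 fold changes of c16656_rc and contig_13314_rc at 0.15 mg/L were 2.11 and 1.59. Of the dimmer probes, contig_12248, c36687 and c33610_rc were well above background on 3 of the 4 control arrays, with log2 fold changes of 1.52, 1.49 and 1.35 at 0.15 mg/L. After normexp and loess, whose offset draws the ratios of dim probes toward 0, these were 0.40, 0.38 and 0.49 and none passed. The gene that was lower, c454_ctg_0721, changed by -1.72 at 0.15 mg/L (standard error 0.24, adjusted P = 0.00721 from limma) and by -2.03 at 0.10 mg/L on the log2 scale. Its change at 0.15 mg/L with normexp and loess was -0.76 and did not pass.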

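Of the described genes with higher expression that passed here, 15 changed by 5-fold or more at 1 concentration, or 13 with bounds in place of fitted folds. The CYPs among them were c10823_rc, c12342_rc, c14547_rc and c8814. The first 3 were highest at 0.10 mg/L, where their expression was 12.1-fold, 11.9-fold and 10.3-fold above the controls, with adjusted P values of 0.000396, 0.00019 and 0.00213 from limma. Over the alternatives, their log2 fold changes ranged from 2.30 to 3.59, from 3.45 to 3.64 and from 2.31 to 3.62, and that of c8814 at 0.15 mg/L from 1.98 to 3.38. All 4 passed the thresholds in each.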

Out of 16 transcripts with ≥5 fold upregulation, 4 were CYPs, indicating they are an important component of the snail transcriptomic response following exposure to niclosamide. Only one full-length cDNA of a CYP (AY922309) has been previously reported from *B*. *glabrata*, and exposure of snails to *S*. *mansoni* resulted in downregulation of its expression [47]. Since sequences of CYPs are highly diverse [41] and only partial sequences of the 10 differentially expressed CYPs observed in the study are available, a phylogenetic analysis is unlikely to reveal reliable relationships among the snail CYPs discussed. However, the complex expression pattern of the 10 CYPs presented in this study as well as altered expression of one CYP (AY922309) in response to *S*. *mansoni* suggest CYPs have diverse functions in *B*. *glabrata*.

Provision of additional functional information regarding the specific CYPs induced by niclosamide or other molluscicides is important, because it will provide further needed details regarding the detoxification process in snails, and could potentially lead to an ability to select for compounds with higher specific activity for snails relative to other aquatic organisms. Also, prior to widespread application of molluscicides, it would be of interest to identify the array of CYPs present, to facilitate subsequent monitoring for the possible emergence of molluscicide-resistant snails that might express mutated CYPs as has been documented in insects. Thus far there has been no clear indication for the emergence in snails of resistance to niclosamide [48], although Sullivan et al. (1984) reported an approximately two-fold higher tolerance to niclosamide in a laboratory strain of *B*. *glabrata* after 5 generations of selection [49].

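The probe BGC02292, annotated as glutathione S-transferase, had a log2 ratio of -1.14 ± 0.72 (SD, n = 4) in the controls and 1.88 ± 0.17 (SD, n = 4) at 0.10 mg/L. The log2 fold change of 3.02 (standard error 0.32, adjusted P = 0.00364 from limma) corresponds to 8.08-fold higher expression. At 0.15 mg/L the ratio was 0.79 ± 0.14 (SD, n = 4), or 3.81-fold above the controls with an adjusted P of 0.0157 from limma. That comparison no longer passed when any 1 of the 4 arrays at 0.15 mg/L was left out. The change at 0.05 mg/L did not pass, with a log2 fold change of 0.60 and an adjusted P of 0.393 from limma.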

Relative to phase II (conjugation) proteins, our study revealed one glutatione S-transferase (GST) that was 8-fold overexpressed following niclosamide exposure. Like CYPs, GSTs are also markers of metabolism of xenobiotics and indicators of the presence of contaminants [50]. Based on Illumina RNA-seq analysis, Zhao et al. (2015) described the responses of the amphibious snail, *Oncomelania hupensis*, after challenge with two different niclosamide-based molluscicides. They showed that two CYP genes and one GST gene were upregulated following molluscicide exposure [51]. This observation coupled with our results suggests that both enzyme families are a common component of the snail transcriptomic response to molluscicides. In contrast, GSTs but not CYPs were shown to be highly expressed in a microarray study of the gills of the mussel *Mytilus galloprovincialis* following exposure to salts of heavy metals [52]. This suggests that molluscs can respond differently depending on the nature of the toxicant.

### Phase III biotransformation

Drug transporters play a vital role in translocation of compounds such as nutrients, wastes, toxins and xenobiotics into or out of cells [53–55]. The transporters work in conjunction with drug metabolizing enzymes such as CYPs and phase II enzymes for drug elimination. They can be classified as influx and efflux transporters, which are located either at the basolateral or apical membranes.

Efflux transporters are ATP-binding cassette (ABC) transporters that belong to a superfamily including multidrug resistance proteins (MRP). These efflux pumps determine bioavailability and concentrations of many drugs. In our study, a highly expressed MRP was found (contig_14304). 

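The log2 ratio of contig_14304 was -1.09 ± 0.24 (SD, n = 4) in the controls and 0.39 ± 0.07 (SD, n = 4) at 0.15 mg/L. Expression was 2.79-fold higher at 0.15 mg/L (adjusted P = 0.00198 from limma) and 2.58-fold higher at 0.10 mg/L (adjusted P = 0.00748). With normexp and loess the log2 fold change at 0.10 mg/L was 0.95 and did not pass. At 0.05 mg/L the 4 arrays spread more widely (-0.59 ± 1.19, SD) and the adjusted P from limma was 0.648.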

MRPs preferentially transport anionic compounds and compounds detoxified by cellular enzymes such as GST.

Influx transporters are members of the solute linked carriers (SLC) superfamily responsible for transporting organic anions, organic cations or oligopeptides [56]. In this study, two transcripts that encode solute carrier transporter family 28 (c27272) and organic cation transporter (c36549_rc) have also been shown to be 6- and 4-fold upregulated, respectively, following niclosamide exposure (Table 1).

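The expression of c27272 was highest at 0.10 mg/L. Its log2 ratio was -1.99 ± 0.37 (SD, n = 4) in the controls and 0.58 ± 0.18 (SD, n = 4) at 0.10 mg/L, where 3 of the 4 arrays were well above background. The change of 5.96-fold had an adjusted P of 0.000762 from limma. It was 2.05-fold with normexp and loess and still passed. At 0.15 mg/L its log2 fold change was 1.99, and with normexp and loess it was 0.63 and did not pass. The probe c36549_rc was highest at 0.15 mg/L, at 3.47-fold above the controls (standard error 0.18 on the log2 scale, adjusted P = 0.00188 from limma), and at 2.39-fold with normexp and loess. Its adjusted P from limma at 0.10 mg/L was 0.0219, and it passed there in 2 of the 8 fits that leave out 1 array.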

In addition, we have noted that a sodium-dependent multivitamin transporter (c1938) and a cystine-glutamate transporter (c32432), two additional influx transporters, were also highly expressed. 

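The probe c1938 was 2.95-fold higher at 0.15 mg/L than in the controls (standard error 0.22 on the log2 scale, adjusted P = 0.00884 from limma). Its adjusted P values at 0.10 and 0.05 mg/L were 0.0613 and 0.0761. With normexp and loess the log2 fold change at 0.15 mg/L was 0.88 and did not pass. The probe c32432 was not well above background on any control array or any array at 0.15 mg/L, so it was not tested and no fold change is given there. It was well above background on 2 of the 4 arrays at 0.10 mg/L and on 1 at 0.05 mg/L, at least 1.02-fold and 1.04-fold above the controls.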

Sodium-dependent multivitamin transporter is an important transmembrane protein responsible for translocation of vitamins and other essential cofactors such as biotin. Vitamins are required for detoxification metabolism and vitamin E (α-tocopherol) is involved in repair of peroxidized lipids [40]. Cystine-glutamate transporter mediates cystine entry in exchange for intracellular glutamate in mammalian cells. Cystine is converted to cysteine, which is required for synthesis of glutathione, an antioxidant that prevents damage due to reactive electrophiles.

Transporters are well-known for their roles in drug efficacy and resistance [57]. ABC transporters are upregulated in schistosomes in response to praziquantel [58,59]. Knockdown of ABC transporters enhances susceptibility of adult and juvenile schistosomes to praziquantel [60]. In addition, ABC transporters play a critical role in diverse physiological functions in schistosomes including immune responses and reproduction [55]. The role of transporters in the response of snails to molluscicides awaits further study.

In summary, genes encoding key molecules involved in all three phases of biotransformation in *B*. *glabrata* were responsive to molluscicide treatment and provide a basis for beginning to understand the molecular basis of detoxification in freshwater snails.

### Stress response

The stress response is characterized by the production of stress proteins which tend to be relatively well-conserved across both prokaryotes and eukaryotes. Often it is the presence of denatured proteins that triggers a stress response, including production of heat shock proteins (HSP). HSPs, mainly acting as molecular chaperones, are involved in protein folding, assembly, degradation, and intracellular localization. Under normal conditions, HSPs are constitutively expressed. Heightened expression is triggered by various physiological perturbations or stressors (e.g. elevated temperature, hypoxia, ischemia, heavy metals, radiation, calcium increase, glucose deprivation, pollutants, drugs, cancer, and microbial infection) [61]. Functions within the HSP superfamily are highly diverse. 

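The probe contig_7431 is HSP20 in Table 1, and S1 Table describes it as 'protein lethal essential for'. It had the largest change at 0.15 mg/L among the HSP probes, 13.8-fold above the controls. On the log2 scale this was 3.79 with a standard error of 0.24 (adjusted P = 0.000247 from limma). The other HSP20 probe, contig_2362_rc, changed by 1.79 at 0.15 mg/L and 1.29 at 0.10 mg/L. The HSP70 probes BGC03909 and BGC01389 were 12.4-fold and 9.93-fold higher at 0.15 mg/L, with adjusted P values of 0.00139 and 0.000507 from limma. Over the alternative settings the log2 fold change of BGC01389 at 0.15 mg/L reached 4.05 and that of contig_7431 at most 3.79. Which HSP probe changed most therefore depends on the setting. At 0.10 mg/L BGC03909 had a log2 ratio of -0.67 ± 1.05 (SD, n = 4) and did not pass (adjusted P = 0.237 from limma). There BGC01389 passed at 0.0266, but not in a comparison without moderated variances, and in 3 of the 8 fits that leave out 1 array. The HSP40 probes c14675_rc and c14368 changed by 1.47 and 1.06 at 0.15 mg/L. The smaller change, that of c14368, was 0.73 with normexp and loess and 0.94 with the Cy3 channel alone, and in neither case passed. It passed in 3 of the fits that leave out 1 array.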

We found six HSPs belonging to three families (HSP20, HSP40 and HSP70) to be upregulated upon exposure to niclosamide (Table 1 and Fig 4). High molecular weight HSPs such as HSP90s were not differentially expressed.

HSP20s protect other proteins against heat-induced aggregation or denaturation. HSP20 was identified as a biomarker for environmental stress in the disk abalone, *Haliotis discus discus*, and its expression could be induced by extreme temperatures, salinities, heavy metals and microbial infection [62]. HSP90, HSP70, HSP24.1 and sequestosome–1 were also highly expressed in the marine bivalve *Mytilus galloprovincialis* exposed to toxic metals [54]. The latter gene encodes a protein involved in ubiquitin binding and is therefore related to proteasome degradation. We also found this gene to be upregulated in *B*. *glabrata* exposed to niclosamide. 

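The log2 ratio of the sequestosome probe BGC02302 was 0.15 ± 0.29 (SD, n = 4) in the controls and 1.72 ± 0.20 (SD, n = 4) at 0.15 mg/L, 2.97-fold higher with an adjusted P of 0.00318 from limma. The log2 fold changes at 0.10 and 0.05 mg/L were 0.48 and 0.29, with adjusted P values of 0.288 and 0.578, and did not pass.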

HSP40s, also referred to as DnaJ/Hsp40, stimulate the ATPase activity of chaperone proteins, HSP70s, by stabilizing their interactions with protein substrates [63].

In addition to stress responses, HSPs are also involved in detoxification, immune responses, pathogenesis and cancer development [64,65]. In *Biomphalaria*, an increased expression of HSPs has been linked to susceptibility of snails to schistosome parasites [66–68]. The relationships between the HSPs discussed in these studies and the 6 HSPs presented in this study are unclear because complete cDNA of the HSPs we studied are lacking. Eventual comparisons of full-length HSP cDNAs will help resolve this matter.

### Intracellular and transmembrane trafficking

The most highly expressed gene we noted following niclosamide exposure was the gene encoding ADP-ribosylation factor 1 (ARF1). 

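The ARF1 probe c13901 was not well above background on any control array, so its fold change has only a lower bound here. It was well above background on all 4 arrays at 0.15 mg/L and all 4 at 0.10 mg/L, with expression at least 3.51-fold and 2.53-fold higher than in the controls (adjusted P = 0.000507 and 0.000807 from limma). At 0.05 mg/L, 1 of the 4 arrays was well above background and the adjusted P was 0.932. The largest fitted log2 fold change at 0.15 mg/L was that of another probe, contig_3280_rc, at 5.72 (standard error 0.86, adjusted P = 0.0107 from limma). It was well above background on 1 of the 4 control arrays, whose log2 ratios had an SD of 2.04. Over the alternative settings its log2 fold change fell to 2.82, below the lowest value of contig_7431, 3.52. Since c13901 has only a bound, whether its change was smaller than that of contig_3280_rc cannot be told.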

ARF1 is a member of the family of GTPases, and a key regulator of intracellular vesicle trafficking at the Golgi apparatus and endosomes. At the Golgi complex, ARF1 facilitates membrane recruitment of many cytoplasmic coat proteins to allow sorting of membrane proteins for transport. It also stimulates the activity of enzymes that modulate the lipid composition of the Golgi, and that assemble cytoskeletal scaffolds on the Golgi [69–71]. A recent study demonstrated that ARF1 upregulation, apparently coupled to ARF4 downregulation, enables Golgi secretory pathway activity to continue even in the presence of inhibitors [72]. This effect may involve an ARF-CREB signaling pathway, which may be affected by a CREB3 regulatory factor-like isoform, which acts as a negative regulator of the ER unfolded protein stress response. The upregulation of CREB3 regulatory factor-like isoform we observed may then interfere with the production of some ARF molecules like ARF4, which could be compensated for by the production of others, like ARF1 [72].

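The log2 ratio of the CREB3 regulatory factor probe contig_6157_rc was -0.43 ± 0.47 (SD, n = 4) in the controls and 2.00 ± 0.31 (SD, n = 4) at 0.15 mg/L. The log2 fold change of 2.43 had a standard error of 0.26 and an adjusted P of 0.00223 from limma. At 0.10 mg/L it was 0.89 with an adjusted P of 0.119 and did not pass. The change was larger at 0.15 than at 0.10 mg/L by 1.54 on the log2 scale (standard error 0.24, adjusted P = 0.0212 from limma). The CREB2 probe contig_3167 had a log2 fold change of 1.98 at 0.15 mg/L (adjusted P = 0.002 from limma).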

In eukaryotic cells membrane compartments are connected through cargo-selective vesicle trafficking, thereby mediating the exchange of components between different organelles. This exchange is essential to maintain structural integrity and specific composition [73]. A fundamental regulatory step in vesicle formation is the activation of small ARF GTPases by exchanging their bound GDP for GTP, which is a prerequisite for ARF-mediated effector recruitment [74]. 

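Among the probes that the paper lists as GTPases, c17735 had a log2 fold change of 3.49 at 0.15 mg/L (standard error 0.27, adjusted P = 0.000507 from limma) and c28906 one of 3.27 (standard error 0.34, adjusted P = 0.00218). Both were well above background on 1 of the 4 control arrays, so these sizes depend on signals close to background. They were, with normexp and loess, 1.34 and 1.33, and both still passed. At 0.10 mg/L the lowest log2 fold changes over 11 alternative settings were 0.40 for c17735 and 0.42 for c28906, below 2-fold. There c17735 passed in 7 and c28906 in 5 of these 11 settings. The gene c28906 passed at 0.10 mg/L in 3 of the 8 fits that leave out 1 array. No control array was well above background for c37491_rc, whose expression was at least 2.16-fold higher at 0.15 mg/L and 1.46-fold higher at 0.10 mg/L. At 0.10 mg/L c37491_rc passed in 9 of the 11 settings, and its log2 fold change fell to 0.49 over them, below that bound. The probe BGC03483, a GTPase in the paper's text and a phosphoenolpyruvate carboxykinase in Table 1, was 3.27-fold higher at 0.15 mg/L (adjusted P = 0.00584 from limma). At 0.05 mg/L the largest log2 fold change of the 3 probes with a measured control was the 0.48 of c17735, which did not pass (adjusted P = 0.381 from limma).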

In our study, in addition to ARF1, four additional GTPases (c17735, c28906, c37491_rc, and BGC03483), all with a conserved ABC-ATPase domain, were over-expressed in niclosamide-treated snails.

Other recent studies also suggest that ARF1 plays an important role in modulating the morphology and function of mitochondria [75–76]. Mitochondria and ER are found in close proximity to each other and it is thought that they maintain contact sites to facilitate exchange of molecules. ARF1 is well known for its essential role in the generation of coatomer protein I-coated vesicles in the Golgi complex, which are important for maintenance of mitochondrial function, possibly at ER-mitochondrial contact sites. Indeed, our study has revealed that two coatomer genes were over-expressed following niclosamide treatment (Table 1). Thus, the upregulation of ARF1, coatomer, and GTPase genes may be an important compensatory response to toxic damage, allowing maintenance of Golgi and mitochondrial function.

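The coatomer probes contig_11964 and contig_5719 were 2.51-fold and 2.12-fold higher at 0.15 mg/L than in the controls, with adjusted P values of 0.00254 and 0.00718 from limma. Both were below 2-fold at 0.10 mg/L, with log2 fold changes of 0.98 and 0.78. With normexp and loess the log2 fold changes at 0.15 mg/L were 0.93 and 0.94, below 2-fold for both.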

In contrast to a potential role in preserving organelle function, GTPases can be involved in a process involving mitochondrial fragmentation. Mitochondria form a highly dynamic network throughout the cell, which is maintained through constant fission and fusion of mitochondrial tubules. These fission and fusion events are regulated by two types of GTPases in mammalian cells [77]. Park et al. (2011) showed that niclosamide was a potent inducer of mitochondrial fragmentation in human HeLa cells, resulting in the disruption of mitochondrial membrane potential, reduction of adenosine triphosphate (ATP) levels, and cell death, and that this fragmentation was mediated by the GTPase Drp1 [78]. Whether the 4 GTPases upregulated in our study have a protective or cytotoxic role requires further study.

### Genes downregulated following niclosamide exposure

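The probe BgMFREP4_1, named for fibrinogen-related protein 4 (FREP4), was well above background on 3 of the 4 control arrays and on no array at 0.15 or 0.10 mg/L. Its expression was at least 1.15-fold lower at 0.15 mg/L (adjusted P = 0.00809 from limma) and at least 1.13-fold lower at 0.10 mg/L (adjusted P = 0.0345). It did not pass at either concentration with normexp and loess, where its log2 fold changes were -0.41 and -0.47, or with the Cy3 channel alone, where they were -1.25 and -1.29. It passed at 0.10 mg/L in 2 of the 8 fits that leave out 1 array. The array holds 9 tested probes named as FREPs, of which 5, 6 and 6 were lower than in the controls at 0.15, 0.10 and 0.05 mg/L. As a set they did not move beyond the other probes. The camera test, with a preset correlation of 0.01, gave P values of 0.273, 0.359 and 0.341 (adjusted P = 0.359 for each), and fry gave 0.391, 0.423 and 0.319 (adjusted P = 0.423 for each). The direction of this set was down in both tests, except that with the Cy3 channel alone fry placed it up at 0.15 and 0.05 mg/L.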

One of the most conspicuously downregulated genes with known homologs in GenBank was *FREP4*. FREP4 is involved in immune responses to trematodes [79] as well as in ontogenesis [80]. FREPs belong to a gene family with many members, and the functions of its members are expected to be diverse [81–83]. Other studies have also noted underexpression of immune genes in animals subjected to toxin or xenobiotic pressure. Varotto et al. (2013) found that several transcripts associated with immunity including fibrinogen-containing protein gene 7 were under expressed in *M*. *galloprovincialis* exposed to toxic metals [52]. In strains of the mosquito *Aedes aegypti* resistant to *Bacillus thuringiensis israelensis* toxins, genes involved in immune responses were generally under-transcribed [84], and exposure of sphingid caterpillars to toxic plant compounds was shown to weaken their melanization immune responses [85].

In planorbid snails like *B*. *glabrata*, hemoglobin plays the primary role in transporting oxygen and is an abundant hemolymph protein, so it is noteworthy that a four-fold reduction in hemoglobin gene expression was observed. It is clear that snails like lymnaeids that rely on hemocyanin as a respiratory pigment are also affected by niclosamide [7], so it seems unlikely that depressed hemoglobin synthesis per se could be the only mechanism of niclosamide toxicity in *B*. *glabrata*. 

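The hemoglobin probe c40570 had a log2 ratio of 1.91 ± 0.55 (SD, n = 4) in the controls and -0.21 ± 0.47 (SD, n = 4) at 0.15 mg/L, 4.33-fold lower with an adjusted P of 0.00974 from limma. It was lower by a similar amount at the other concentrations, 4.71-fold at 0.10 mg/L (adjusted P = 0.0142 from limma) and 6.36-fold at 0.05 mg/L (adjusted P = 0.0102 from limma). Over the alternatives the log2 fold change at 0.15 mg/L ranged from -2.28 to -2.09, and the probe passed in each but the fit with the replicate number as a term (adjusted P = 0.0532 from limma). At 0.10 and 0.05 mg/L, 2 of the 8 arrays left out in turn raised the adjusted P of the probe above the threshold, and so did a comparison without moderated variances and, at 0.05 mg/L only, the fit with the replicate term (adjusted P = 0.0879 from limma).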

As noted above, early investigations demonstrated that niclosamide affects oxygen uptake in *B*. *glabrata*, with higher concentrations resulting in the inhibition of oxygen intake [13]. Downregulation of hemoglobin gene expression may be one reason for decreased oxygen uptake noted in such studies, which in turn could contribute to toxicity.

### Direct effects of niclosamide versus indirect toxic effects

Hypothetically, at the organismal level changes in gene expression following exposure to a toxicant can result from direct as well as indirect mechanisms. Specifically, changes can occur in target cells that directly interact with a toxicant, or can occur in cells that instead are responding to non-toxicant molecules (e.g., from necrotic, inflammatory, or neuroendocrine cells) or to toxicant-altered physiological parameters (e.g., hemolymph pH, osmolarity, or O_2_ concentration). If concentration increases to a level causing wholesale death of target cells, then we would expect indirect mechanisms to become more pronounced. 

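Of the probes that passed, 63.6% were higher than the controls at 0.15 mg/L, 55.1% at 0.10 mg/L and 63.2% at 0.05 mg/L. In the fit with 1 spread for all arrays more probes were lower than higher at 0.10 mg/L, with 240 against 295, and at 0.05 mg/L. A slope on concentration over the 16 arrays passed an adjusted P of 0.05 for 789 probes (limma with Benjamini-Hochberg adjustment), 431 rising and 358 falling. This slope includes the controls, which lie on a slide of their own. Tested directly, 21 probes differed between 0.15 and 0.10 mg/L, which share a slide, with 14 higher at 0.15 mg/L. Between 0.10 and 0.05 mg/L 52 probes differed, with 45 higher at 0.10 mg/L. Neither number is firm. Leaving out any 1 of 6 arrays brought the former to 0 by limma's adjusted test, with 984 to 1556 probes at an unadjusted P below 0.05, and the latter was 18 without replicate 1 at 0.10 mg/L. The concentrations share their control arrays, which alone makes their fold changes correlate across probes. The correlation across 21237 probes was 0.788 between 0.15 and 0.10 mg/L, 0.715 between 0.10 and 0.05 mg/L and 0.499 between 0.15 and 0.05 mg/L. Unchanged groups simulated 100 times against the same controls gave 0.726, 0.575 and 0.604. The sign was the same for 77.7%, 74.8% and 65.3% of these probes, against 73.8%, 69.0% and 70.1% in the simulations. Probes are not independent replicates.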

With increasing concentrations of niclosamide, we observed an increase in the number of both upregulated and downregulated genes, with a predominance of upregulated genes. Some of the changes noted at higher concentrations may indeed be the result of indirect toxic effects However, the known functions of responsive genes and the overall patterns observed are clearly suggestive of the involvement of protective biological processes that are affected by niclosamide. The responsive genes comprise a list of candidate targets for niclosamide and offers leads for future development of novel molluscicides.

### Conclusion

Our data suggest that niclosamide alters expression of several genes involved in biotransformation, stress responses, intracellular organelle trafficking and oxygen transport. 

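Over all 10 named CYP probes the median log2 fold change was 1.85 at 0.15 mg/L, 1.59 at 0.10 mg/L and 0.81 at 0.05 mg/L. For the 6 HSP probes it was 2.55, 1.21 and 0.21. Of the 6 named transporters, 4 passed with higher and 1, c26878_rc, with lower expression at 0.15 mg/L. The log2 fold change of c26878_rc was -1.02, and it passed in 3 of the 8 fits that leave out 1 array. It was -0.54 with normexp and loess and -0.21 with the Cy3 channel alone, and did not pass in either. All 5 probes that the paper's text calls GTPases, with ARF1 and BGC03483 among them, passed with higher expression at 0.15 mg/L and 4 at 0.10 mg/L. At 0.10 mg/L c17735, c28906 and c37491_rc did not pass under every alternative setting. From the known functions of the responsive genes and the patterns of their expression, the paper proposes that niclosamide affects protective biological processes, and allows that some changes at higher concentrations arise indirectly from toxicity.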

The aggregate toxicological significance of these altered expression patterns is not clear, but it is reasonable to speculate that some of these transcriptomic responses are adaptive, allowing enhanced elimination of niclosamide and perhaps maintenance of protein and organelle function and repair, whereas others may lead to enhanced toxicity, e.g., by suppressing immune function, lowering oxygen carrying capacity of hemolymph and contributing to mitochondrial damage. Future studies of the effects of niclosamide on snails need to address which of the transcriptomic responses are key to understanding its mechanism of toxicity. Such responses can then serve as useful biomarkers for testing new candidate molluscicides. Also, it will be important to distinguish between direct effects of niclosamide on target cells and indirect effects, and to assess the role of these effects in niclosamide toxicity at low and high concentrations. Finally, genes expressed in snails during recovery from exposure may provide insights on protective detoxification and repair mechanisms that can serve as future targets.

A long-term goal of molluscicide research is to develop chemicals that have more specific effects on targeted snail species, without widespread toxicity to nontarget organisms such as fish, which are killed by niclosamide. Previous studies have shown that mammalian and tapeworm mitochondria differ markedly in their responses to niclosamide, thereby accounting for the selective toxicity of this drug against tapeworms and its low toxicity in mammals [86]. This observation raises the possibility that mitochondrial or other cellular functions in snails might also be different and potentially more vulnerable to more specific molluscicides that leave aquatic vertebrates unaffected. Deciphering such differences with the use of molecular tools should help in the rational design of a next generation of highly specific molluscicides.

## Supporting Information

S1 Table The details of BlastX results showing fold changes and putative homologs of 181 upregulated sequences in the snails after exposure to three sublethal concentrations of niclosamide. (XLS) Click here for additional data file.

S2 Table The details of BlastX showing fold change and putative homologous sequences of 91 downregulated sequences in snails after exposure to the three concentrations of niclosamide. (XLS) Click here for additional data file.

S3 Table GO terms of all upregulated sequences (at level 2): Biological process, molecular function and cellular component. (XLS) Click here for additional data file.

S4 Table GO terms of all downregulated sequences (at level 2): Biological process, molecular function and cellular component. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

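RNA from pools of 5 *B. glabrata* snails was measured after 24 hr without niclosamide or with 0.05, 0.10 or 0.15 mg/L. By the sample labels there were 4 pools and 4 arrays per group, 16 arrays in all. The titles of replicates 3 and 4 at 0.15 mg/L repeat the same dose label, and only their replicate numbers mark them as separate pools. The correlation of their log2 ratios was 0.843, against 0.847 to 0.892 for the other 5 combinations of arrays in that group. The arrays are 2-color arrays on which the snail RNA carries Cy3 and a universal reference RNA carries Cy5, with the same dye assignment on every array.

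The authors scanned the arrays and deposited, for each spot, the mean signal and the median local background of both channels as an intensity without normalization. Quality calls for each spot, such as positive and significant, well above background, saturated, non-uniform or population outlier, were deposited with them and carry no unit. The authors also deposited a processed intensity per channel, which Agilent Feature Extraction had background-subtracted and dye-normalized within the array, and the log10 ratio of the processed Cy5 to the processed Cy3 signal. The software corrects the background by spatial detrending, puts a surrogate value in place of signals that are not above background, and applies a linear and a lowess dye normalization. The authors' table of processed values holds the same log10 ratio, rounded. Its 1007616 values differed from the scanner ratio by at most 0.497%.

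From these files the deposited log10 ratio was turned to a log2 ratio of snail over reference by reversing its sign and changing its base. Control spots, 1319 per array, were left out. Spots marked as non-uniform or population outlier in either channel were left out of the averages, and spots of the same probe were averaged, 2 for 30284 probes and 3 for 363. A probe was kept for testing when it was detected on at least 3 of the 4 arrays (75%) of at least 1 group, where detection asks for a Cy3 signal that is positive, significant and well above background. It also needed at least 2 values in both groups of a comparison. The paper's text states the 75% rule, the adjusted P of 0.05 and the fold change of 2. It gives the comparison as volcano plots with the Benjamini-Hochberg correction and does not name the test for an array feature. For 325 of the 349 P values that S1 and S2 Tables list, the comparison without moderated variances gave a P within 1%.

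Each concentration was compared with the control by limma (version 3.58.1, in R 4.3.3, with statmod 1.5.0), using lmFit and eBayes on the 8 arrays of the comparison only, so that each concentration kept its own spread. The slope on concentration and the differences between concentrations were fitted over all 16 arrays. P values were adjusted by Benjamini-Hochberg over all tested probes. Set tests used camera with a preset correlation of 0.01, and fry. Gene names are those the array design or the paper's tables give. Most probes carry only a contig name, and set tests were therefore run for the FREPs alone, the only family with 5 or more tested probes named by the array itself. Before use, the fits were tested on simulated data with 200 changed probes among 21237. At 0.15, 0.10 and 0.05 mg/L limma recovered 98.5%, 99% and 91.5% of the changed probes, with 7, 5 and 15 false calls. A comparison without moderated variances recovered 78.5%, 75% and 59%, with 0, 0 and 2 false calls. Every simulated change against the control was larger than 2-fold, with independent noise and no difference between slides. Changes close to 2-fold and slide differences were therefore not covered. The slope recovered 98% and the difference between 0.15 and 0.10 mg/L recovered 88%.

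The probes named in the text were set by a rule fixed in advance. They are the probes the paper names in its results and discussion or lists in its Table 1 as a CYP, HSP, GST, transporter, GTPase, CREB, coatomer, sequestosome, hemoglobin or FREP, the genes S1 and S2 Tables list at all 3 concentrations, and at each concentration the 5 probes with the largest rise and the 5 with the largest fall among those that passed and whose groups do not overlap. This gave 59 probes, of which 57 met the detection rule.

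The alternatives were normexp background correction (offset 50) with loess on the mean signals, Aquantile scaling after it, the Cy3 channel alone with quantile normalization, the authors' table of processed values, no detection rule, a detection rule on both channels, saturated spots left out, marked spots kept, a comparison without moderated variances, 1 fit of all 16 arrays, the slide or the replicate number as a further term, no fold threshold, and each array left out in turn. Alternatives added after the data were seen are named as such in the closing section. A term for the slide could not be fitted in any comparison with the controls, since the controls lie on a slide of their own.

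Signal over background sets what the arrays can measure. The share of spots well above background in the snail channel ranged from 63.6% to 67.1% on the control arrays, from 35.3% to 72.0% at 0.05 mg/L, from 42.5% to 74.7% at 0.10 mg/L and from 60.7% to 71.4% at 0.15 mg/L. Fold changes of probes below background in a group are lower bounds, as stated where they are given. Transcripts of HSP90 and other families that neither the files nor the tables name could not be identified and were left out.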

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

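The tests on the share of a change that comes from the reference channel, and the tests on the background of the higher and the lower probes taken separately, were chosen only after the result was seen. So was the test restricted to the arrays of slide 3.

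Groups of 4 arrays were searched for an array far from the others, by Dixon's ratio of the gap to the range at the critical value that chance passes in 1 of 20 groups. This was so in 16 of 260 groups, where chance gives 13, in 4 of 32 groups of array measures (chance gives 1.6) and in 12 of 228 groups of probe ratios (chance gives 11.4). The median snail signal of replicate 1 at 0.10 mg/L was 149, against 87.4 to 95.3 on the other arrays of its group. The median reference signal of replicate 2 at 0.15 mg/L was 169, against 150 to 152. The median reference background was 53 on replicate 2 at 0.10 mg/L, against 52 on the others, and 50.5 on replicate 3 at 0.15 mg/L, against 51. Dye normalization within an array takes out a brightness shared by both channels, and no biological explanation was tested for these values. Without replicate 1 at 0.10 mg/L, 96 probes passed at that concentration in place of 341, and without replicate 2 there, 185 did. Without replicates 2 and 3 at 0.15 mg/L, 217 and 271 passed in place of 440.

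Among the named probes, 12 log2 ratios stood apart in their group. On replicate 1 of the control these were c37491_rc at -3.12, against -2.32 to -2.16 on the other arrays, contig_11964 at -0.075 (-0.45 to -0.39), c17544_rc at -0.22 (1.66 to 1.85) and c454_ctg_0279 at -0.91 (0.62 to 0.83). On replicate 2 at 0.10 mg/L they were BGC02292 at 1.63 (1.94 to 1.99), contig_1042 at 0.00 (-1.59 to -1.43) and contig_3484 at -0.43 (-1.09 to -1.06). On replicate 4 at 0.15 mg/L they were c37491_rc at 0.55 (0.82 to 0.87), contig_11964 at 1.23 (0.90 to 0.95) and contig_1871_rc at -1.58 (-1.28 to -1.24). The others were c36549_rc at 1.02 on replicate 1 at 0.10 mg/L (0.23 to 0.36) and c454_ctg_0721 at -1.43 on replicate 4 at 0.05 mg/L (0.10 to 0.37). Their number is close to what chance gives. The log2 ratios of replicate 1 of the control correlated at 0.658, 0.706 and 0.492 with replicates 2, 3 and 4, against 0.796 to 0.864 among those. Correlations as low as 0.566 were also found within the group at 0.05 mg/L. On replicate 1 of the control all 10 spike-ins also had a higher ratio than on each other control array, and a shift of this array stays open. Without this array 804, 829 and 173 probes passed at 0.15, 0.10 and 0.05 mg/L, more than with it. Replicate 2 at 0.10 mg/L and replicate 4 at 0.05 mg/L are among the arrays with the fewest snail spots well above background, 42.5% and 35.3%.

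Between 0.15 and 0.10 mg/L 21 probes differed. Named probes among them were c17735, higher at 0.15 mg/L by 1.56 on the log2 scale (standard error 0.23, adjusted P = 0.0165 from limma), contig_6157_rc by 1.54 (adjusted P = 0.0212) and contig_3167 by 1.39 (adjusted P = 0.0209). Between 0.10 and 0.05 mg/L 52 probes differed. The named probes among them, all higher at 0.10 mg/L, were contig_6337_rc with 4.06 (standard error 0.41, adjusted P = 0.000249 from limma), c13901 with 3.95 (well above background on 1 of 4 arrays at 0.05 mg/L), c10823_rc with 3.37, c12342_rc with 3.24, BGC02292 with 2.41 and c14547_rc with 2.18. Smaller differences were those of c17735 with 1.45, c37491_rc with 1.41 (well above background on 2 of 4 arrays at 0.05 mg/L), contig_11964 with 1.33, contig_2362_rc with 0.91, c8814 with 0.90 and c30488_rc with 0.89. The groups at 0.15 and 0.10 mg/L share slide 3, so a difference between slides is not among the explanations for the 21 probes, and among 35 splits of the 8 arrays only the real one (1 of 35) gave as many. A difference between the containers of these groups is not excluded by this. The 21 rest on single arrays. In the fit of all 16 arrays that gave them, leaving out any 1 of 6 of these 8 brought the number to 0 by limma's adjusted test, with between 984 and 1556 probes at an unadjusted P below 0.05. With the 8 arrays of slide 3 alone, 73 probes differed, 52 of them higher at 0.15 mg/L. For the 52 probes chance could not be excluded, because 2 of 35 splits gave as many. The other split, which gave more, sets replicates 1, 3 and 4 at 0.05 mg/L and replicate 2 at 0.10 mg/L against the rest and so brings together the 3 arrays with the fewest snail spots well above background. The groups at 0.10 and 0.05 mg/L lie on different slides, and slide and concentration cannot be told apart there. A larger response at the higher concentration stays open for both comparisons.

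The thresholds were passed by 214 probes at 0.15 mg/L, 249 at 0.10 mg/L and 27 at 0.05 mg/L that S1 and S2 Tables do not list at that concentration. Of these, 119, 113 and 14 were higher than the controls, and 6, 63 and 21 are listed at another concentration. Their median standard error was 0.255, 0.243 and 0.274 on the log2 scale, larger than the 0.188, 0.182 and 0.205 of the listed ones. The largest rises outside the lists were contig_3280_rc at 0.15 mg/L with 5.72 (1 of 4 control arrays well above background), contig_1623 at 0.10 mg/L with 3.94 and c10595_rc at 0.05 mg/L with 2.98. The largest falls were c42226_rc at 0.15 mg/L with -3.85, c17544_rc at 0.10 mg/L, below background there, and contig_5920 at 0.05 mg/L with -3.01 (2 of 4 exposed arrays well above background). Of the 8 fits that leave out 1 array, contig_3280_rc passed in 8, contig_1623 in 5, c10595_rc in 4, c42226_rc in 1, c17544_rc in 3 and contig_5920 in 2.

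Technical explanations were weighed for all probes that passed at each concentration. A chance division of the pools can be excluded for their number, since 1 of 35 splits of the 8 arrays, the real one, gave as many probes at 0.15, 0.10 and 0.05 mg/L alike. It can also be excluded for the slope on concentration, where the real assignment was the only one of 100 (1 of 100) with as many probes. All pools of a group came from the same container, so these splits cannot exclude a difference between containers. A difference between slides would also move the spike-in transcripts. The largest difference of the 10 spike-ins from the controls was 0.458 at 0.15 mg/L, 0.367 at 0.10 mg/L and 0.444 at 0.05 mg/L on the log2 scale, and none reached 2-fold. Their mean differences of 0.32, -0.23 and -0.17 were within chance (exact permutation test, two-sided P = 0.2, 0.657 and 0.629). This decides nothing, because the ratios are dye-normalized within each array, which removes a difference of a whole channel. The mean log2 Cy3 signal of the spike-ins was 9.02 and 9.09 on replicates 1 and 4 at 0.05 mg/L, against 11.41 to 11.64 on the control arrays, yet the mean difference of the ratio at this concentration is the -0.17 given here. A difference between slides stays open at each concentration. The local background of the snail channel was a median of 59 on the control slide, against 28.5, 29 and 27 at 0.15, 0.10 and 0.05 mg/L, which might lower or raise dim probes. Among the probes that passed, 37.7%, 45.7% and 42.1% were in the dimmest tertile of the tested probes, which decides nothing for the whole set. Of the probes that were higher, 30.4% at 0.15 mg/L and 31.9% at 0.10 mg/L were in this tertile, no more than its own share. Yet without background subtraction 112 probes in place of 188 were higher at 0.10 mg/L, and at 0.15 mg/L 226 passed in both directions together in place of 440, so for these the background and an effect of exposure cannot be told apart. In this tertile were 41.7% of the higher and 42.9% of the lower probes at 0.05 mg/L, which decides nothing. Of the probes that were lower at 0.15 and 0.10 mg/L, 50.6% and 62.7% were, so the higher background of the control slide is a candidate explanation for part of these. The tertile was set by the mean snail signal over all arrays, the exposed ones included. A fall on exposure lowers this mean and a rise lifts it. The shares of the higher and the lower probes follow in part from this and are no firm evidence. An effect of niclosamide on the lower probes stays open too.

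The reference channel by itself holds the same kind of RNA on every array, yet 106 probes passed the thresholds in it between the 0.15 mg/L arrays and the control arrays, all 106 of them higher. The number was 98 at 0.10 mg/L and 117 at 0.05 mg/L, with 10 lower in each and the rest higher. These are 41.9%, 52.4% and 61.6% of the 253, 187 and 190 probes that passed in the snail channel taken alone. Before this was computed, a share of 50% or more had been set as the mark of a slide difference that also produces the changes in the snails, and under 10% as the mark of none. The shares at 0.10 and 0.05 mg/L meet the former, so a difference between slides is a candidate explanation for probes that passed there, and the share at 0.15 mg/L lies between the marks and decides nothing. The test added afterwards narrows this. Only 5, 5 and 2 of these probes also passed in the ratio, and the part of the change of a probe that comes from the reference channel had a median of 0.847%, 4.65% and -2.55%. The snail channel, scaled in the same way, held a median of 54.5%, 42.7% and 53.9%, and much of the change was in neither channel taken by itself. In the processed signals, whose ratio is the fitted one, the snail channel held a median of 96.9%, 92.0% and 104.6% and the reference channel 2.92%, 8.68% and -2.61%, with over 50% from the reference for 33, 38 and 1 of the probes that passed. Among the lower probes the reference held more, 8.82%, 23.5% and 19.5%. This argues against a change of the reference carried into the ratios as the cause of most calls. A slide difference of the same extent in the snail channel, on other probes, cannot be told apart from an effect of exposure, since no slide holds both control and exposed snails. It could account for calls whose own change the reference channel does not show.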

How the results depend on the processing

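The alternatives with array weights, without background subtraction, with the looser detection rule and with slide 3 alone, and the tests under them, were chosen only after the data were seen. All others were set before the data were examined. Counts are given at 0.15, 0.10 and 0.05 mg/L in this order, then at any concentration and at all 3 where they changed by more than 1.5 times, and the cause of a change was not tested unless stated.

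With normexp and loess, 205 probes passed at 0.15 mg/L and 1.5e2 (99 higher and 52 lower) at 0.10 mg/L, 276 at any concentration, 26 at all 3, and 156 of the listed combinations. Under it 1325 probes had a slope on concentration, 177 differed between 0.15 and 0.10 mg/L and 100 between 0.10 and 0.05 mg/L. Adding Aquantile scaling changed none of these counts, since it leaves the ratios as they are. With no background subtraction, 226, 180 and 63 probes passed, 313 at any concentration, 28 at all 3 and 163 of the listed combinations. Under these settings the log2 fold change of c15095_rc changed sign, to -0.067 at 0.15 mg/L and -0.24 at 0.10 mg/L with normexp and loess and to -0.14 and -0.31 without background subtraction. This probe was not well above background on any control array.

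The Cy3 channel alone gave 854, 692 and 624 probes, 1232 at any concentration and 330 at all 3. A comparison without moderated variances gave 256, 1.1e2 (81 higher and 24 lower) and 12, with 288 at any concentration and 9 at all 3. It has fewer degrees of freedom, and in simulated data it recovered fewer changed probes and made fewer false calls. Without the detection rule 192 and 19 probes passed at 0.10 and 0.05 mg/L and 14 at all 3. With the rule on both channels, 57 passed at 0.05 mg/L. Without the fold threshold 769 passed at 0.15 mg/L and 972 at any concentration. The looser detection rule gave 261 and 36 at 0.10 and 0.05 mg/L and 26 at all 3, and together with a comparison without moderated variances it gave 239, 96 and 12, 269 at any concentration and 9 at all 3.

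A fit of all 16 arrays with 1 spread gave 535 and 1025 probes at 0.10 and 0.05 mg/L, 1470 at any concentration and 164 at all 3. Array weights gave 837, 1068 and 742, with 1614 at any concentration and 283 at all 3, a slope for 2054 probes, and differences between neighboring concentrations for 1303 and 360. Both together gave 858, 1076 and 787, with 1637 and 302. With the 8 arrays of slide 3 alone, 73 probes differed between 0.15 and 0.10 mg/L. With a term for the slide, a slope on concentration was left for 21 probes, since only the groups at 0.15 and 0.10 mg/L then inform it. The term could not be fitted in the comparisons with the controls or between 0.10 and 0.05 mg/L, where slide and group are the same.

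The groups share replicate numbers, but the numbers do not pair the arrays. The 24 correlations of same-numbered arrays' deviations from their group means ran from -0.473 to 0.238 with a median of -0.0336, and 4 of them were above 0.1. A fit with the replicate block gave 169, 55 and 2 probes, 185 at any concentration and 2 at all 3, with 180 of the listed combinations. A slope was found for 528 probes and a difference between 0.10 and 0.05 mg/L for 28. Between 0.15 and 0.10 mg/L limma found 0 under it, with 1354 probes at an unadjusted P below 0.05.

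With each array left out in turn, the count ranged from 200 (without replicate 1 at 0.15 mg/L) to 804 at 0.15 mg/L, from 64 (without replicate 3 at 0.10 mg/L) to 829 at 0.10 mg/L and from 7 (without replicate 2 of the control) to 173 at 0.05 mg/L. It ranged from 289 to 1194 at any concentration, from 6 to 130 at all 3, from 284 to 326 for the listed combinations, from 480 to 1073 for the slope, from 0 to 55 between 0.15 and 0.10 mg/L and from 18 to 128 between 0.10 and 0.05 mg/L. The highest counts came without replicate 1 of the control, apart from the listed combinations.

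The tallies of higher against lower probes were not fixed either. More were lower at 0.05 mg/L with normexp and loess (18 against 36), with no background subtraction (20 against 43), with all 16 arrays in 1 fit (164 against 861) and with array weights (237 against 505). At 0.10 mg/L this was so for all 16 arrays in 1 fit (240 against 295) and array weights (416 against 652), and at 0.15 mg/L for array weights (417 against 420). With array weights in 1 fit of all 16 arrays it was so at each concentration (427 against 431, 425 against 651 and 261 against 526). The same holds without replicate 1 of the control (375 against 429, 328 against 501 and 58 against 115), and without replicate 4 of the control at 0.10 mg/L (205 against 262).

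The number of tested probes stayed within 1.5 times, between 20230 and 30647, and no FREP set test passed in the alternatives it was run with, those of scaling and of the replicate term. Leaving out saturated spots could change nothing, since no spot was saturated. The authors' table, whose rounded ratios differ by at most 0.497%, gave the same counts of passing probes except between 0.15 and 0.10 mg/L. There 24 probes differed in place of 21, with 17 of them higher at 0.15 mg/L. Of the 108 values of named probes that passed, 62 kept their direction and still passed with normexp and loess, 64 without background subtraction, 66 with the replicate term, 80 without moderated variances, 94 with the Cy3 channel alone and 106 with all 16 arrays in 1 fit. With normexp and loess 2 changed sign. With each array left out, 711 of 864 values kept both and the remaining ones kept their direction and no longer passed. The median of all probes moved by less than 0.1 on the log2 scale under each scaling.

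Signal over background limits the smaller changes and the dim probes. Of the probes that passed with higher expression, 34, 26 and 9 had no control array well above background, so their size is a lower bound. On the 3 arrays with the lowest shares 35.3% to 43.3% of the snail spots were well above background.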

Differences from the paper's values

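The paper's number of genes at 0.15 mg/L is 243, and 440 probes passed here. Alternatives set before the data were examined under which the numbers differ by less than 1.5 times are normexp and loess with or without Aquantile (205), the comparison without moderated variances (256), the replicate block (169), the fits without control replicates 2 (262) and 3 (318), and those without each array at 0.15 mg/L (200, 217, 271 and 269). Under the others they still differ. The paper's number at 0.10 mg/L is 94, against 341 here. It is within 1.5 times of the comparison without moderated variances, of the fits without control replicates 2 (121) and 3 (122) and those without replicates 1, 3 and 4 at 0.10 mg/L (96, 64 and 112), and not of the others. For 0.05 mg/L the paper's number is 12, against 38 here. The comparison without moderated variances gave 12, the fit without control replicate 4 gave 11, and the fits without replicates 1, 2 and 3 at 0.05 mg/L gave 8, 10 and 10. The other alternatives set beforehand differ from it.

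The paper's total of differentially expressed genes is 272, against 594 here, with 181 upregulated against 337 and 91 downregulated against 257. For the total, normexp and loess with or without Aquantile (276), the comparison without moderated variances (288), the replicate block (185) and the fits without control replicates 2 (289) and 3 (343) lie within 1.5 times. For the upregulated genes these alternatives do so as well (177, 203, 128, 193 and 226), as do no detection rule (262) and the fits without replicates 1 (237) and 2 (251) at 0.15 mg/L. For the downregulated genes this holds for normexp and loess (99), the comparison without moderated variances (85) and the fits without control replicates 2 (96) and 3 (117). All other alternatives set beforehand differ from these numbers. The paper's number of genes responsive at all concentrations is 9, against 33 here. It is 9 in the comparison without moderated variances, and within 1.5 times without control replicates 2 and 4 and without replicates 1, 2 and 3 at 0.05 mg/L, but not under the others. The P values in S1 and S2 Tables are within 1% of those of the comparison without moderated variances for 325 of the 349 listed combinations. Together with the looser detection rule, a combination chosen after seeing the values, the comparison without moderated variances gave 239, 96 and 12 probes, 269 in total with 184 higher and 85 lower, and 9 at all concentrations. Leaving out the background subtraction, also chosen after seeing the values, gave 226 at 0.15 mg/L and 313 in total, 190 higher and 123 lower. These counts are within 1.5 times of the paper's, but not those at 0.10 and 0.05 mg/L or at all concentrations. Similar counts do not mean the same probes. Of the 349 listed combinations 163 passed without background subtraction and 156 with normexp and loess. The comparison without moderated variances with the looser detection rule passed 341.

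The paper's text gives c17544_rc and c454_ctg_0279 up-regulated changes of 14-fold and 9-fold. Here the former was at least 2.14-fold lower and the latter 8.50-fold lower at 0.15 mg/L (signed folds of -2.14 and -8.50), and no alternative set beforehand changed these directions. The remaining gene of that statement, c7670, was not well above background on any array of these groups and has no fold change here. The paper's S2 Table lists all 3 as downregulated.

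The paper states that ARF1 was the most highly expressed gene after exposure. Here contig_3280_rc had a fitted change of 5.72 on the log2 scale at 0.15 mg/L, with 1 of 4 control arrays well above background. Over the alternative settings this change fell to 2.82. The ARF1 probe c13901 has only the bound of at least 3.51-fold, so the order of these probes cannot be told and the statement is left open. The paper names c32432 as a highly expressed transporter. It was not well above background on any control array or any array at 0.15 mg/L, so it was not tested here. The paper states a predominance of upregulated genes. This held in the numbers here at each concentration, but not at 0.10 and 0.05 mg/L when all 16 arrays share 1 spread (240 higher against 295 lower, and 164 against 861), at each concentration without replicate 1 of the control (375 against 429, 328 against 501 and 58 against 115), at 0.10 mg/L without replicate 4 of the control (205 against 262) or at 0.05 mg/L with normexp and loess (18 against 36). The paper states that 2 slides were used, and the slide numbers in the files give 3.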

Other observations

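The tests on single groups of arrays with few spots well above background, on the higher and the lower probes taken apart at 0.05 mg/L, and on the probes that passed at all 3 concentrations were chosen only after the result was seen. The other tests were written down before it.

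In the snail channel 3 arrays had far fewer spots well above background than the other 13, with 43.3% and 35.3% on replicates 1 and 4 at 0.05 mg/L and 42.5% on replicate 2 at 0.10 mg/L, against 60.7% to 74.7%. A weak hybridization or scan of the whole array as the cause for all 3 is argued against by the reference channel, where 68.6% of the spots of replicate 1 at 0.05 mg/L were well above background. Both arrays at 0.05 mg/L, with at least 63.3%, lay in the range of the other 13 (60.1% to 73.5%). Their Cy3 spike-ins had a mean log2 signal of at most 9.09, against 10.94 or more on the other arrays, so a weak Cy3 label or hybridization of the snail sample together with its spike-ins is a candidate explanation for these 2. On replicate 2 at 0.10 mg/L the share was low in the reference channel as well, at 46.7%. Its spike-ins, at 11.45 in Cy3 and 13.52 in Cy5, lay in the range of the other arrays (10.94 to 12.45 and 12.49 to 13.81), and its median reference signal was 201. In an earlier form of this test the share in the reference channel decided, and the explanation fit by it. The spike-ins were put in its place after the values were seen. They argue against a weak hybridization or scan of the whole array, and the low shares stay without a tested explanation. No biological explanation was tested.

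Fewer probes passed at 0.05 mg/L than at 0.15 mg/L. Over the 440 probes that passed at 0.15 mg/L, the median ratio of the change at 0.05 mg/L to that at 0.15 mg/L was 0.503, between the marks set beforehand. At 0.10 mg/L it was 0.82. Probes chosen for passing at 0.15 mg/L give a ratio below 1 by this choice alone. For noise of the arrays at 0.15 mg/L the choice treats 0.10 and 0.05 mg/L alike. For an effect of slide 3, which 0.15 and 0.10 mg/L share, it favors 0.10 mg/L. Over all tested probes the median SD within the group was 0.365 at 0.05 mg/L against 0.191 at 0.15 mg/L. For the 280 probes that were higher, the median log2 fold change was 1.41, 1.13 and 0.47 at 0.15, 0.10 and 0.05 mg/L. Each array at 0.05 mg/L had a median share of at most 0.464 of the change at 0.15 mg/L, against 0.672 to 0.823 on the arrays at 0.10 mg/L (exact permutation test, two-sided P = 0.0286). The lowest shares at 0.05 mg/L, 0.189 and 0.254, were those of replicates 1 and 4, which had few snail spots well above background. Replicates 2 and 3 had 0.458 and 0.464. That every array at 0.05 mg/L lay below those at 0.10 mg/L argues against a larger spread as the whole cause for these probes. A smaller response stays open, and so does a difference between slides, since 0.05 mg/L lies on a slide of its own. For the 160 lower probes the median log2 fold change was -1.36, -1.13 and -1.09. The shares were 0.656 to 0.887 at 0.05 mg/L and 0.721 to 0.937 at 0.10 mg/L (exact permutation test, two-sided P = 0.229), and for these a smaller response and a larger spread cannot be told apart.

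The probes that passed at 0.05 mg/L were tested for a response that grows with concentration on slide 3. Of the 38 probes, 16 (42.1%) changed more at 0.15 than at 0.10 mg/L, and 55 of 70 splits of the 8 arrays gave as many or more (exact one-sided P = 0.786). The share lies within the spread of the splits, so it decides nothing, and a larger response at 0.15 mg/L stays open. The 33 probes that passed at all 3 concentrations had fitted log2 fold changes of similar size at 0.05 and 0.15 mg/L, with a median ratio of 1.07, and 2 of them differed between concentrations. Some of these, such as c3551, are below background in the controls, and their ratio is less certain. These include 33 of the 38 probes chosen for passing at 0.05 mg/L, where the spread is larger than at 0.15 mg/L and only a large change passes, so a ratio near 1 follows in part from this choice and does not show an equal response. A change already complete at 0.05 mg/L would give such sizes. A property of the control slide, which all 3 comparisons share, could give them as well, and with no control array on another slide these cannot be told apart. The hemoglobin probe and the 9 genes that the paper reports at all concentrations are among these 33.

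With 1 spread for all 16 arrays, 987 probes were gained at 0.05 mg/L, of which 847 were lower. Their median SD was 0.561 at 0.05 mg/L and 0.450 in the controls, against 0.336 and 0.262 at 0.10 and 0.15 mg/L, and their spread at 0.05 mg/L was a median of 1.253 times the pooled one, just above the ratio set beforehand as the mark of a spread that is too low. A pooled spread that is too small for this group may therefore be a reason for the gain.

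The array also carries 38 probes named after schistosome or echinostome sequences, of which 7 met the detection rule. Between 13.2% and 31.6% of them were well above background on an array, against 38.5% to 77.3% of the other probes, and limma found 0 of them past the thresholds at any concentration. The median correlation between the ratios of these 7 over the 16 arrays was 0.0312. Parasite RNA in some pools only would raise them together. Parasite RNA at a similar level in all pools, and so in the reference, would not, so this decides nothing. The schistosome 28S and 5.8S probes were well above background on all 16 arrays and the schistosome 18S, 12S, 16S and COI probes on 0. The echinostome 16S and 5.8S probes were well above background on all 16 arrays as well, and the echinostome COI probe on 0. Other detected probes were EpspSSHp2F12 on 15 arrays, SmspSSHp3B06 on 14 and SmM_ND2 on 8. Whether the probes on 0 arrays would detect a parasite was not tested, and parasite RNA stays open. The probe SmM_ND5, which the paper's Table 1 lists and which is named here only after its values were seen, was well above background on 4 of the 16 arrays and on 0 of the 4 control arrays, and was not tested. No biological explanation was tested.

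A lower floor of the snail channel on the exposed slides would shift the ratios of probes that are below background everywhere. Over 6252 probes that were not well above background on any control array or any array at 0.15 mg/L, the median difference of the log2 ratio was -0.0219. This decides nothing, because the software puts surrogates in place of such signals and normalizes the dyes, which holds these ratios near 0, and such a shift stays open.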
